# Genetic mapping and identification of a QTL determining tolerance to freezing stress in *Fragaria vesca* L.

**DOI:** 10.1371/journal.pone.0248089

**Published:** 2021-05-21

**Authors:** Jahn Davik, Robert C. Wilson, Relindis G. Njah, Paul E. Grini, Stephen K. Randall, Muath K. Alsheik, Daniel James Sargent

## Abstract

Extreme cold and frost cause significant stress to plants which can potentially be lethal. Low temperature freezing stress can cause significant and irreversible damage to plant cells and can induce physiological and metabolic changes that impact on growth and development. Low temperatures cause physiological responses including winter dormancy and autumn cold hardening in strawberry (*Fragaria*) species, and some diploid *F*. *vesca* accessions have been shown to have adapted to low-temperature stresses. To study the genetics of freezing tolerance, a *F*. *vesca* mapping population of 143 seedlings segregating for differential responses to freezing stress was raised. The progeny was mapped using ‘Genotyping-by-Sequencing’ and a linkage map of 2,918 markers at 851 loci was resolved. The mapping population was phenotyped for freezing tolerance response under controlled and replicated laboratory conditions and subsequent quantitative trait loci analysis using interval mapping revealed a single significant quantitative trait locus on *Fvb2* in the physical interval 10.6 Mb and 15.73 Mb on the *F*. *vesca* v4.0 genome sequence. This physical interval contained 896 predicted genes, several of which had putative roles associated with tolerance to abiotic stresses including freezing. Differential expression analysis of the 896 QTL-associated gene predictions in the leaves and crowns from ‘Alta’ and ‘NCGR1363’ parental genotypes revealed genotype-specific changes in transcript accumulation in response to low temperature treatment as well as expression differences between genotypes prior to treatment for many of the genes. The putative roles, and significant interparental differential expression levels of several of the genes reported here identified them as good candidates for the control of the effects of freezing tolerance at the QTL identified in this investigation and the possible role of these candidate genes in response to freezing stress is discussed.

## Introduction

Climate change has resulted in greater instability in weather patterns globally, and in temperate regions, there has been an increase in unseasonal conditions such as hail, snow, and night frosts that cause significant stress to plants and are potentially lethal. Low temperature freezing stress leads to significant and irreversible damage to cell membranes and oxidative stress, and causes physiological and metabolic changes that impact on plant growth and development [1]. The freezing injuries can be observed as necrosis in strawberry crown tissues. In some cases, the plants will recover from the injury, though with some loss in productivity. It has also been shown that a yield loss of up to 20% occurs before the damage is manifested as crown necrosis [2, 3]. In years with limited snow cover and low temperatures, entire fields can be destroyed. As such, cold stress and freezing tolerance in crop plants have become the focus of research efforts aiming to develop resilience to climate fluctuations, but it is also of significant importance for production in more northern regions of Europe, where extreme winter temperatures are encountered annually.

Strawberries (*Fragaria spp*.) are perennial plant species that are found growing naturally throughout the temperate regions of the world, including moderately high-altitude regions throughout their range [4]. Strawberries are cultivated globally, with production regions extending to the Nordic countries in Europe and Canada in North America. As such, strawberry species, and those cultivated as crop plants, must survive extremely low temperatures during winter months. In major production areas in Norway, temperatures of –20 to –30°C for several weeks are common. Without protection, either from a covering of snow or from frost protection covers, these temperatures can be devastating for the plants [5]. Low temperatures cause several physiological responses in strawberries including winter dormancy and autumn cold hardening, and in cold climates, species such as the diploid *F*. *vesca* have been shown to have adapted to low-temperature stresses. Genotypes from these regions are able to withstand much lower temperatures than accessions from more moderate climates [6, 7].

The diploid strawberry *F*. *vesca* is a model organism for studying development in perennial plant species, and a wealth of genetic resources are available to facilitate such studies [8–11]. In order to understand the genetic variation underlying winter survival in strawberry, experiments have been conducted to characterise the low temperature stress tolerance of accessions of several diploid strawberry species [7]. In that study, accessions of *F*. *vesca* collected from regions with extreme climatic conditions, such as the north of Norway, were shown to have robust tolerance to freezing stress, whilst accessions from regions with milder climates, such as the subspecies *F*. *vesca* subsp. *californica* native to the west coast of the United States and *F*. *vesca* accessions naturalised in South American countries including Bolivia, were far more susceptible to freezing stress.

Here, we have investigated the genetic basis of freezing tolerance in *F*. *vesca*. A segregating mapping population derived from a cross between a freezing tolerant Norwegian *F*. *vesca* accession ‘Alta’ from the north of Norway, and a cold susceptible accession collected in South America was raised and phenotyped for freezing tolerance response under controlled and replicated laboratory conditions. A genetic map was produced using the genotyping by sequencing approach [12] and a significant quantitative trait locus associated with freezing tolerance was characterised. The physical interval underlying the QTL was interrogated, candidate genes were identified and their putative role in freezing tolerance was inferred from expression analyses. The possible role of these candidate genes in response to freezing stress is discussed.

## Materials and methods

### Plant material

Each genotype was propagated from runners to create a set of test plants of uniform size and developmental stage. The clonal plants were rooted and grown in 10 cm plastic pots containing a peat-based compost (90% peat, 10% clay), with the addition of 1:5 (v/v) of granulated perlite, and were raised in a glasshouse for five weeks at 20 ± 2°C and an 18-hour photoperiod. The plants were watered twice a week with a balanced nutrient solution containing 7.8 mmol N, 1 mmol P, and 4.6 mmol K per litre (used in 1:100 dilution).

### Freezing tolerance phenotyping

Prior to low temperature testing, the plants were acclimated at 2°C and a 12-hour photoperiod for six weeks. Plants were watered with cold water as needed. After six weeks, plants were transferred to three programmable freezers where they were first kept at -2°C for 12 hours. Subsequently the temperature was lowered by 2°C/h until the target temperature was reached. The target temperature was held for 4 hours before raising it by 2°C/h to 2°C where they were maintained for a further 10 hours. Subsequently, the plants were kept overnight at room temperature, following which they were transferred to a greenhouse and maintained at 18 ± 2°C with an 18-hour photoperiod for five weeks before survival (plants were observed to be dead or alive) was scored.

### Determination of suitable freezing temperatures for mapping population screen

The parental lines ‘Alta’ and ‘NCGR1363,’ selected for their differential response to freezing stress in a previous study [7] and an F_1_ hybrid line from the resultant cross ‘NCGR1363’ × ‘Alta’ was phenotyped to determine suitable temperatures at which to screen an F_2_ test population. The lines were subjected to freezing stress temperatures of -18°C, -15°C, -12°C, -9°C, -6°C, and 0°C following the procedure described above. For each temperature, 13 test plants of each genotype were screened.

### Freezing tolerance phenotyping of a segregating mapping population

The grandparental lines, F_1_ parent and an F_2_ mapping population consisting of 143 plants from a selfing of the cross ‘NCGR1363’ × ‘Alta’ were propagated and subjected to cold tolerance screening. The optimal stress temperatures calculated from the progenitor germplasm screen (described above), to which the genotypes were subjected, were -5°C, -8.5°C, and -12°C. Each F_2_ genotype was replicated nine times at each temperature, whilst the grandparental and F_1_ hybrid genotypes were replicated 18 times at each temperature. Five replicates of the entire experiment were performed at each temperature.

### Statistical data analysis

The analysis of the survival data (alive/dead) from both the experiment to determine optimal stress temperatures and the subsequent screening of the F_2_ mapping population, employed the following logistic model:

$$\pi_{ijkt}=P\left(y_{\mathrm{ijkt}}=1|E_{j},{\left(E\alpha \right)}_{ij}\right)=P\left(y=1\right)=P\left(a\;\mathrm{plant}\;\mathrm{survives}\right)=e\;\exp(\beta_{0}+\alpha_{i}+\beta_{1∙}t+E_{j}+{\left(E\alpha \right)}_{ij}/[1+e\;exp\left(\beta_{0}+\alpha_{i}+\beta_{1∙}t+E_{j}+{\left(E\alpha \right)}_{ij}\right]$$ (1)

where π_ijkt_ is the observation [alive(1)/dead(0)] made on plant k from genotype *i*, in replicate *j*, exposed to temperature *t*, *β*_0_ is an unknown constant, *α*_i_ is the main effect of the genotype (*i* = 1, ….,n), *β*t is the coefficient that estimates the effect temperature (*t*) has on plant survival, *E*_j_ is the effect of replicate *j* (j = 1,…,5), (*Eα*)_ij_ is the interaction between the genotype *i* and replicate *j*.

$$The\;LT_{50}\;for\;genotype\;i\;was\;estimated\;as:\;Ê{\left(LT_{50}\right)}_{i}=‐(\beta_{0}ˆ+\alpha_{i}ˆ)/\beta_{1}ˆ$$ (2)

The *Glimmix* procedure in SAS® was used to implement this model for the F_2_-population while the similar calculations and the corresponding survival plot of the initial experiment (the parents and the hybrids) was drawn using R [13] following the code of Luke Miller (https://lukemiller.org/index.php/archive/).

### Mapping population development

The cross ‘NCGR1363’ (susceptible to low temperature stress) × ‘Alta’ (tolerant to low temperature stress) was performed at the NIBIO outstation in Kvithamar in Stjørdal, Norway. The hybrid nature of the plants were confirmed using a set of microsatellites [14]. A confirmed hybrid F_1_ plant from the cross was self-pollinated and a population of 143 segregating F_2_ seedlings (‘NCGR1363×Alta’) was raised for low-temperature stress tolerance phenotyping as detailed above and subsequent genetic map construction.

### Genotyping by sequencing (GBS) and SNP calling

DNA was extracted from emerging fresh leaf tissue of 12-week old plants of the selfed ‘NCGR1363’ × ‘Alta’ mapping population, the F_1_ parental plant and the grandparental plants ‘NCGR1363’ and ‘Alta’ using the DNeasy Plant Minikit (Qiagen) and sample quality was determined using a QiAgility spectrophotometer (Qiagen). Samples were considered suitable for genotyping if they had a 260/280 ratio in the 1.8 to 2.0 range. DNA quantification was performed with a Qubit fluorometer against manufacturer-supplied standards (Thermo Scientific) and was normalised to 10 ng/ul. Genotyping data were generated from the grandparents, the F_1_ parent and the 143 progeny of the mapping population following the ‘Genotyping-by-Sequencing’ (GBS) protocol described by Elshire *et al*. [12]. Briefly, DNA was digested with the enzyme ApeKI and multiplexed fragment libraries were sequenced on an Illumina NextSeq 500 v2 sequencing machine, generating, on average, 1.5 million 75 bp single reads from each sample.

Demultiplexed raw reads from each sample were quality trimmed and aligned to the *F*. *vesca* v4.0 genome sequence using BWA-MEM version 0.7.12 [15] to create BAM files from which SNP variants were called using FreeBayes v1.0.2–16 [16] using the following specific parameters (—min-base-quality 10—min-supporting-allele-qsum 10—read-mismatch-limit 3—min-coverage 5—no-indels—min-alternate-count 4—exclude-unobserved-genotypes—genotype-qualities—ploidy 2 or 3—no-mnps—no-complex—mismatch-base-quality-threshold 10). Filtering of variants was performed with a GBS-specific rule set where read counts for a locus must exceed 8, minimum allele frequency across all samples must exceed 5% and genotypes must have been observed in at least 66% of samples.

### Linkage map construction and quantitative trait loci analysis (QTL) analysis

The resultant SNP data were used for mapping linkage map construction using JOINMAP 4.1 (Kyasma, NL). Following grouping, initial marker placement was determined using Maximum Likelihood with a minimum logarithm of odds (LOD) score threshold of 3.0, a recombination fraction threshold of 0.35, ripple value of 1.0, jump threshold of 3.0 and a triplet threshold of 5.0, and mapping distances were calculated using the Kosambi mapping function to produce individual linkage groups. Imputation was then performed following the protocol described by [17] and a second round of mapping using the parameters described above was performed to produce the final linkage map of the selfed ‘NCGR1363’ × ‘Alta’ mapping progeny. The linkage map presented was plotted using MapChart 2.3 [18], and the physical positions of the SNP sequence tags on the *F*. *vesca* genome sequence were used to plot MareyMaps of genetic vs. physical position of all mapped genetic markers.

QTL analysis was performed for the LT_50_ phenotypic data for the mapping progeny using MAPQTL 6.0 (Kyazma, NL). The non-parametric Kruskal-Wallis test was used to identify significant associations between markers and traits individually, subsequently followed by interval mapping employing a step size of 1.0 cM, and the percentage phenotypic variance explained and associated LOD values were calculated. A LOD significance threshold of 3.2 was calculated following a permutation test with 10,000 reps, and was used to determine significance. The calculated LOD values were plotted with MapChart 2.3 [18] using the chart function.

### Functional variant identification and candidate gene analysis

Gene sequences for the predicted genes within the interval spanning the QTL identified on *Fvb2* of the *F*. *vesca* v4.0 genome sequence were extracted from the sequence data repository on the Genome Database for Rosaceae [19] and functionally annotated using OmicsBox (https://www.biobam.com/omicsbox/) running default parameters. Candidate genes within the QTL interval were identified based on the relevance to cold tolerance of their functional annotation.

### RNASeq analysis of QTL interval genes

Crown and leaf tissue from parental genotypes ‘Alta’ and ‘NCGR1363’ exposed to cold temperature treatment (2°C for 42 d) and untreated plants (0 h controls) were ground to a powder under liquid nitrogen and RNA was extracted using the Spectrum Plant Total RNA Kit (Sigma) according to manufacturer’s instructions. This cold treatment corresponds precisely to the acclimation conditions employed for all plants prior to low temperature stress testing as described above. Twenty-four libraries (two tissues types × two parental genotypes × two timepoints [0 hours control and 42 days] × three biological replicates) were prepared from RNA samples with a RIN (RNA integrity number) above 8 using the strand-specific TruSeq™ RNA-seq library (Illumina). Paired-end 150 bp read sequencing from the libraries was performed over three lanes of the Illumina HiSeq4000 sequencing platform at the Norwegian Sequencing Centre, at the University of Oslo, Norway.

The fastq files generated were analyzed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and TrimGalore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) was used for trimming of adapter sequences and low quality bases. Using the OmicsBox platform, trimmed reads were mapped to the predicted mRNA sequences from the *F*. *vesca* v.4.a2 reference genome annotation on the Genome Database for Rosaceae [19] using RSEM [20] and Bowtie2 [21]. All RNASeq data have been deposited in the NCBI database under accession number GSE166374.

Differentially expressed genes were identified using the edgeR (version 3.28.0;Robinson, McCarthy [22]) Bioconductor package that is integrated in the OmicsBox platform utilizing the following parameters: A false discovery rate (FDR) cut off of 0.05; generalized linear model (GLM) quasi-likelihood F-test; counts per million reads (CPM) cutoff of 0.5 in a minimum of 2 of 3 biological replicates; and sample normalization based on TMM (weighted trimmed mean of M-values) as recommended by the package user guide. Differentially expressed genes were then evaluated according to their functional annotation and those with a potential role in freezing tolerance as well as others observed to be highly differentially expressed were considered as potential candidates contributing to the identified QTL.

## Results

### Freezing tolerance phenotyping

The estimates of the temperatures at which 50% of the cohort of clones of a given genotype survived (LT_50_) along with their standard errors were -12.3 ± 0.25°C for ‘Alta’ and -7.9 ± 0.28°C for ‘NCGR1363’ which agreed with the results previously reported by Davik *et al*. [7]. The F_1_ hybrid, ‘NCGR1363×Alta’ had an LT_50_ estimate of -10.7 ± 0.38°C (Fig 1) and estimated LT_50_ values were calculated for 141 of the 143 F_2_ progeny of the selfed ‘NCGR1363’ × ‘Alta’ mapping population (S1 Table). Data were plotted as frequency histograms (Fig 2) and the LT_50_ estimates were used as phenotypes for quantitative trait locus detection.

**Fig 1:**
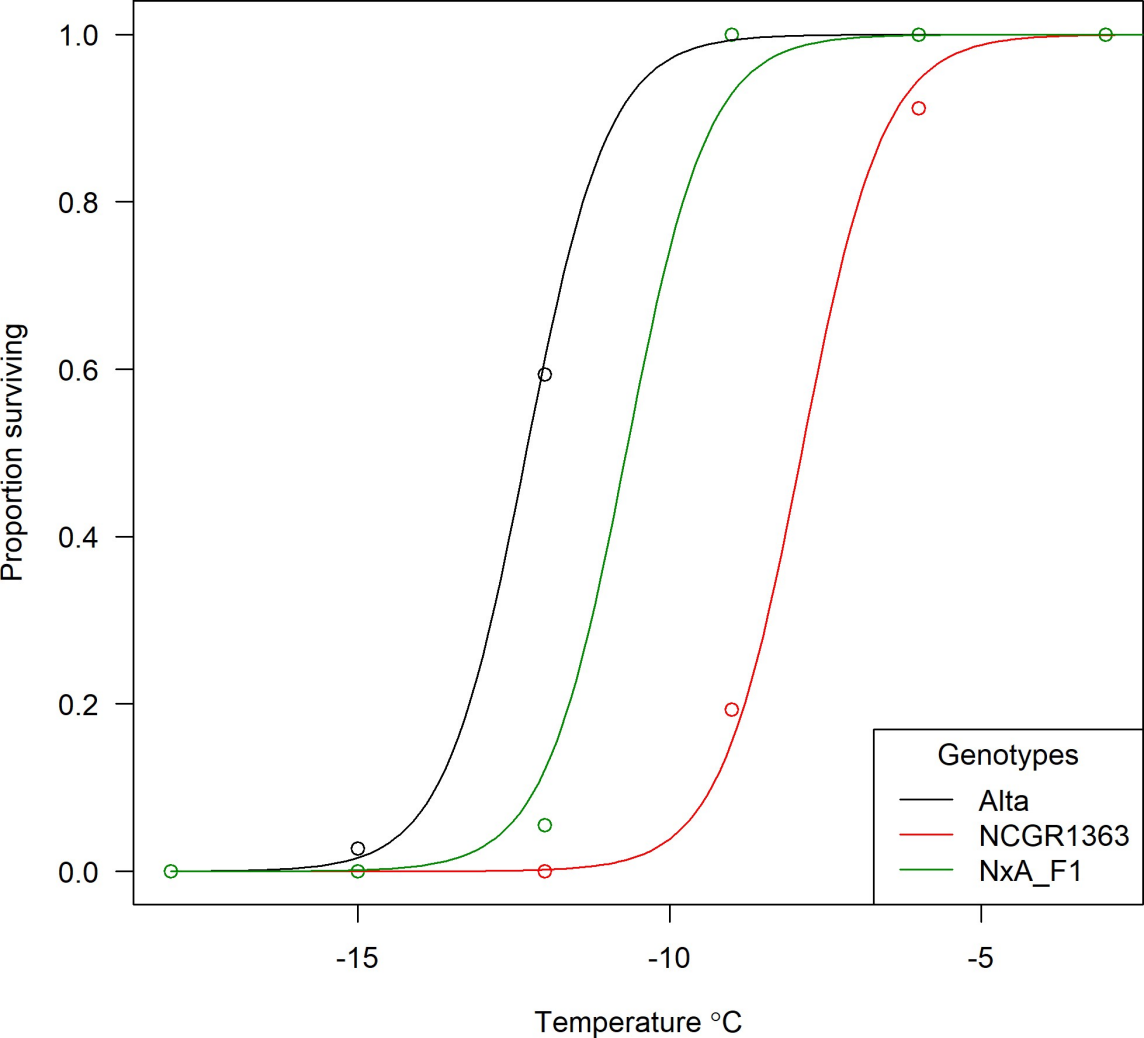
Alta, NCGR1363, and their hybrid show distinct freezing tolerance. Plot of the proportions of clones of *F*. *vesca* parental and F_1_ genotypes accessions surviving temperature stresses at -18°C, -15°C, -12°C, -9°C, -6, and 0°C used to calculate the LT_50_ estimates (temperature at which 50% of the cohort of clones of a given genotype survived) for each accession.

**Fig 2:**
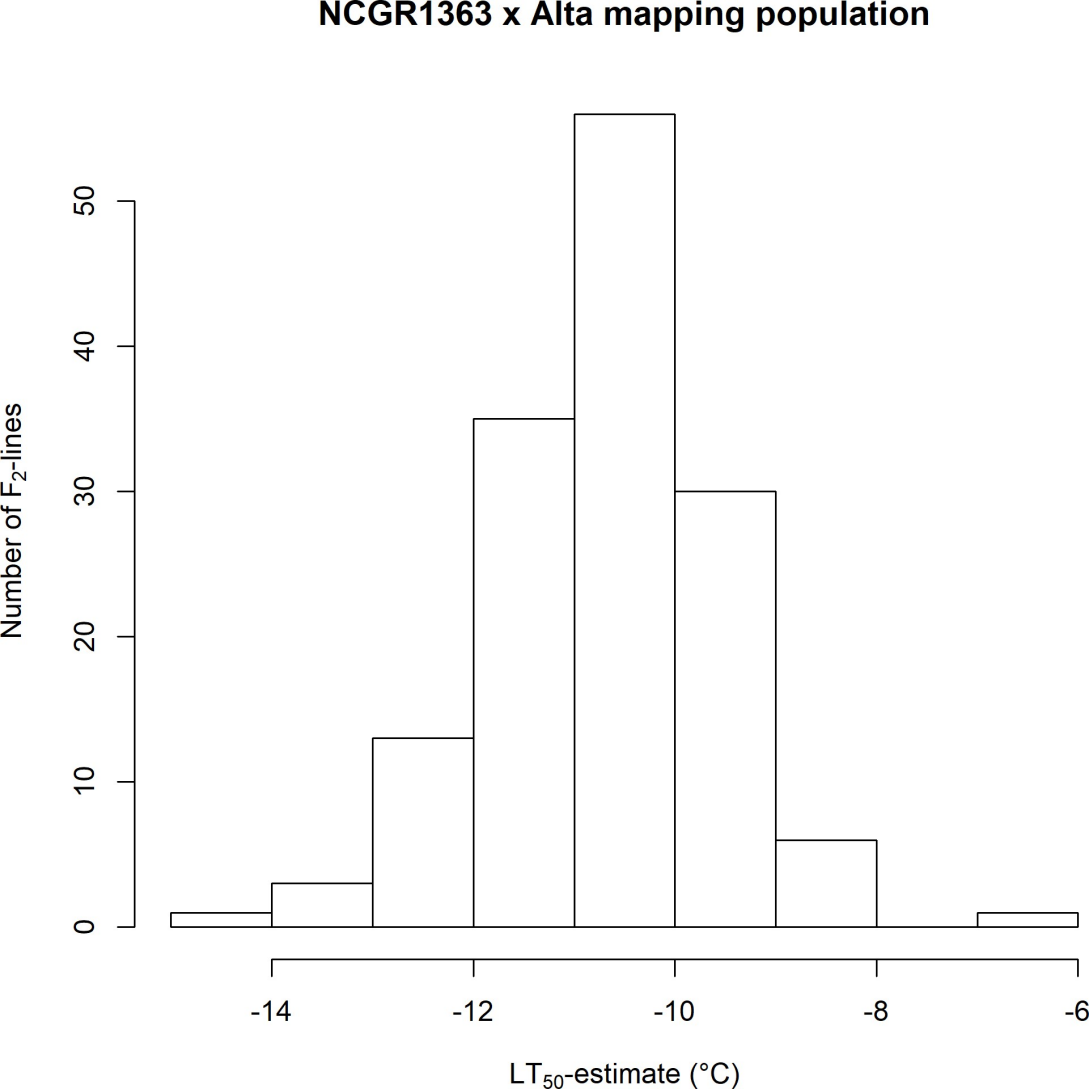
Progeny of ‘NCGR1363’ × ‘Alta’ show a “normal” distribution of freeze tolerance. Histogram of the LT_50_ estimated values calculated for the progeny of the selfed ‘NCGR1363’ × ‘Alta’ mapping population (*n =* 142). LT_50_ estimates are given in°C.

### Genotyping and linkage map construction

Four of the genotyped seedlings revealed genotyping data that was either of poor quality or suggested contamination in the sequencing due to an abundance of heterozygous genotypes. As such, theses genotypes were removed from further analysis and subsequent genetic analysis was performed with data from the remaining 139 seedlings (S2 Table). A total of 16,551 putatively polymorphic sequence variants were identified between the grandparental genotypes that were heterozygous in the F_1_ parent of the selfed ‘NCGR1363’ × ‘Alta’ mapping progeny after data were analysed with the criteria described in the materials and methods. Of these, 3,294 clustered into one of seven discrete linkage groups corresponding to the seven pseudomolecules of the *F*. *vesca* v4.0 genome sequence following an initial round of linkage mapping. Following imputation and map construction, the seven resolved linkage groups contained a total of 2,918 markers at 851 loci and spanned a total genetic distance of 593.7 cM (Fig 3; S2 Table), equating to a total physical distance on the *F*. *vesca* v4.0 genome sequence of 217.1 Mb. Linkage group 6 (*Fvb3*) was the longest, spanning 108.5 cM (36.7 Mb), whilst LG1 (*Fvb1*) was the shortest, spanning 57.6 cM (23.9 Mb). A MareyMap showing the distribution of markers based on their genetic position on the genetic linkage map of the selfed ‘NCGR1363’ × ‘Alta’ mapping population and the physical position of the markers on the *F*. *vesca* v4.0 genome sequence is shown in Fig 4.

**Fig 3:**
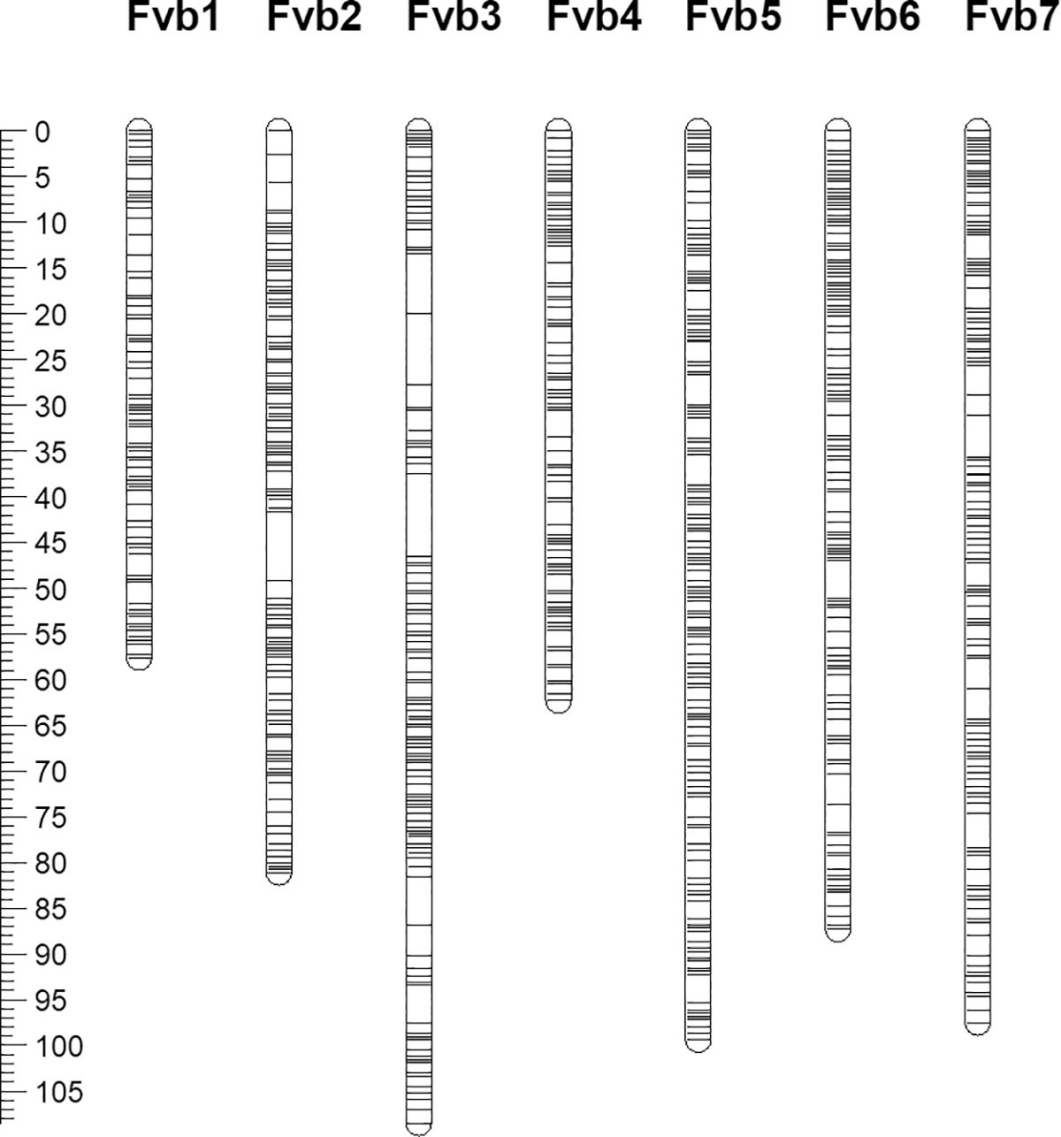
Genetic linkage map of the selfed ‘NCGR1363’ × ‘Alta’ mapping population. Linkage map (*n* = 139) composed of seven linkage groups containing a total of 2,918 markers at 851 loci and covering a genetic distance of 593.7 cM. Linkage groups are named according to the seven *F*. *vesca* pseudochromosomes of the v4.0 genome sequence and genetic marker positions are given in cM.

**Fig 4:**
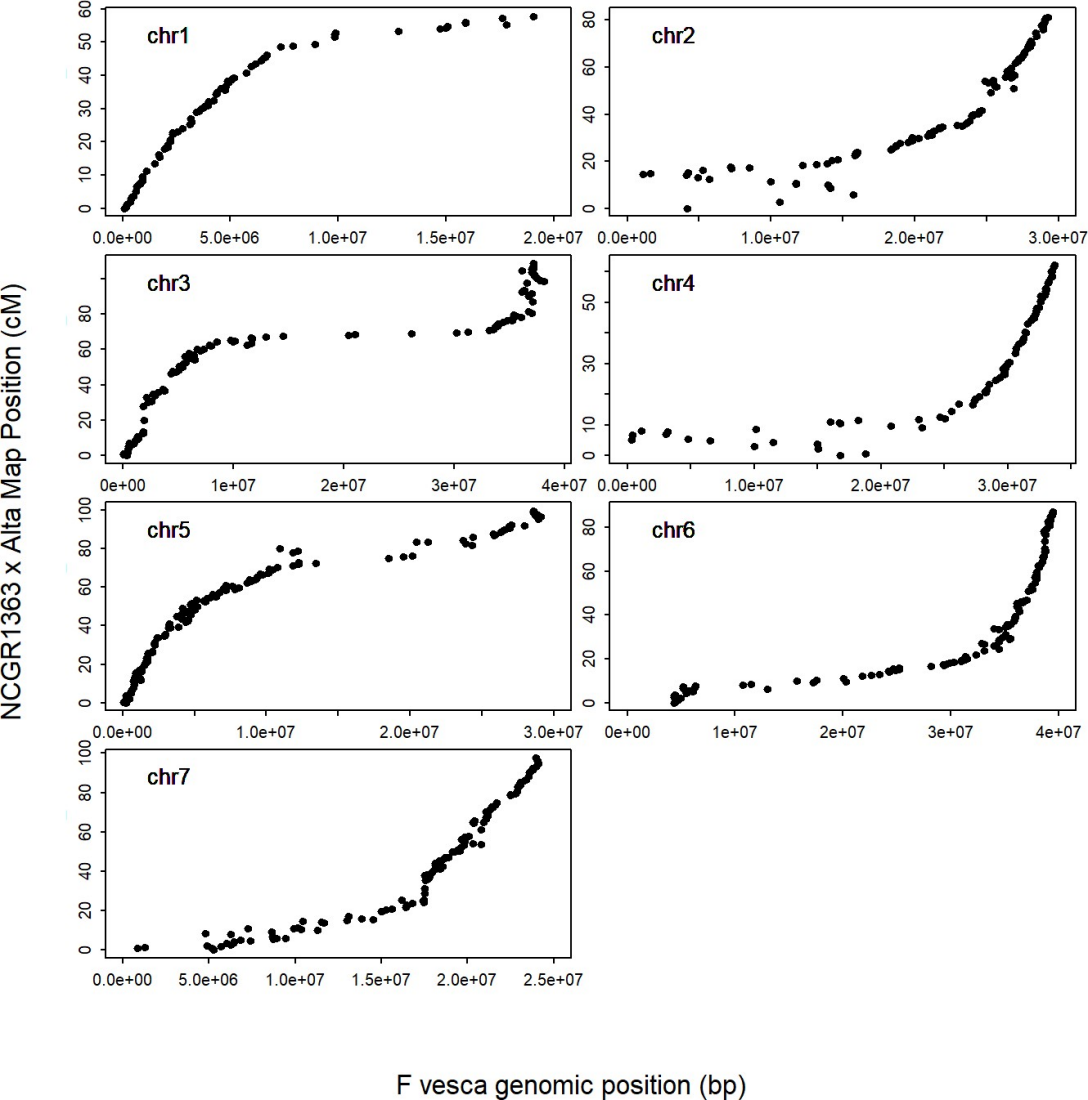
Marey map showing the distribution of markers on the selfed ‘NCGR1363’ × ‘Alta’ mapping population. Marey map based on the marker genetic positions on the linkage map of the selfed ‘NCGR1363’ × ‘Alta’ mapping population in centi-Morgans and the physical position of the markers on the *F*. *vesca* v4.0 genome sequence in base pairs.

### Quantitative trait loci analysis, functional variant identification, and candidate gene analysis

Kruskal-Wallis analysis for the seedlings (*n* = 134) for which a phenotype and a genotype were available suggested a QTL for freezing tolerance, and revealed significant marker trait associations on linkage group Fvb2 of the selfed ‘NCGR1363’ × ‘Alta’ mapping population, with both marker Fvb2_15730261 and Fvb2_10601614 significant to P≤0.001 (test statistic 13.279 and 13.846 respectively). Following interval mapping implemented in MAPQTL 6.0 (Kyazma, NL), a single significant QTL was identified on *Fvb*2 with a peak LOD score of 3.73 explaining 11.5% of the observed trait variance (Fig 5). The most significant associations were with three SNP markers *Fvb2*_15730261 (10.4% observed variance explained LOD 3.36) and two co-segregating SNPs *Fvb2_*10601614 and *Fvb2*_10601635 (10.4% observed variance explained LOD 3.29) with physical positions at 10.6 Mb and 15.73 Mb on the *F*. *vesca* v4.0 genome sequence. As such, the QTL spanned an interval of 5,128,648 bp towards the proximal end of chromosome *Fvb2* of the *F*. *vesca* genome. The 5.1 Mb physical QTL interval on the *F*. *vesca* genome contained a total of 896 predicted genes, several of which have putative roles associated with tolerance to abiotic stresses including freezing. Among these were two gene predictions displaying high homology to *Alcohol Dehydrogenase 1* (*ADH1*; *FvH4_2g14760*.*1* and *FvH4_2g14750*.*1*), one encoding the dehydrin Early responsive to dehydration 10 (*ERD10*; *FvH4_2g16030*.*1*), two with homology to *PIP2* aquaporin genes (*FvH4_2g15440*.*1* and *FvH4_2g15450*.*1*), one with homology to *ascorbate oxidase* (*FvH4_2g16000*.*1*), one gene with homology to the glucose transporter *SWEET1* (*FvH4_2g14860*.*1*), an ABA-repressive AFP2-like regulator-encoding homolog (*FvH4_2g18440*.*1*), one encoding a gene with homology to a hAT dimerization domain-containing protein (abbreviated hereafter as hAT; *FvH4_2g12511*.*1*), a gene encoding a BYPASS1-like protein (B1L; *FvH4_2g13680*.*1*), one that encodes EXPANSIN-like A2 (EXLA2; *FvH4_2g16110*.*1*), a gene that encodes N-acetylserotonin O-methyltransferase (ASMT; *FvH4_2g15840*.*1*), a gene that encodes Ring and Domain of Unknown Function 2 (RDUF2; *FvH4_2g16170*.*1*), a serine/threonine protein-kinase CTR1-encoding gene (*FvH4_2g15800*.*1*), four gene predictions encoding NAC transcription factors (*FvH4_2g12690*.*1*, *FvH4_2g13330*.*1*, *FvH4_2g13320*.*1* and *FvH4_2g16180*.*1*), and a predicted gene (*FvH4_2g11510*.*1*) that encodes dynamin-related protein 3A (DRP3A) (S3 Table).

**Fig 5:**
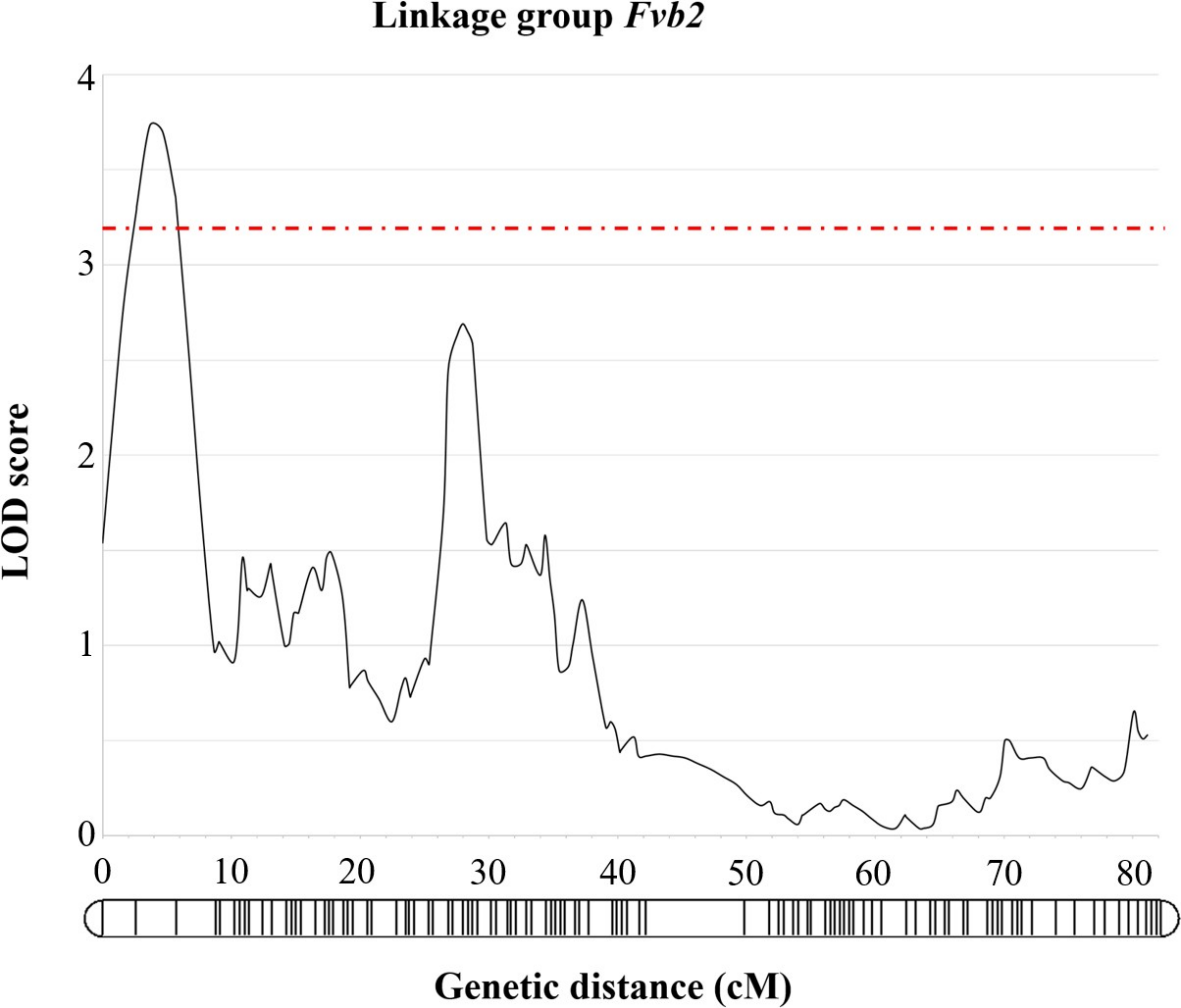
Significant QTL for LT_50_ on the selfed ‘NCGR1363’ × ‘Alta’ mapping population. QTL identified on *Fvb2* of the selfed ‘NCGR1363’ × ‘Alta’ mapping population (*n* = 137). Genetic positions of the markers on *Fvb2* are shown along the linkage group and a LOD significance threshold of 3.2 is shown as a hashed line.

### Differential expression of candidate genes

Differential expression analysis of the 896 QTL-associated candidate genes in the leaves and crowns from ‘Alta’ and ‘NCGR1363’ parental genotypes treated for 0 H or 42 D at 2°C revealed genotype-specific changes (fold change, FC) in transcript accumulation in response to low temperature treatment as well as expression differences (fold difference, FD) between genotypes prior to- (i.e. basal transcript levels), and after treatment (Table 1). 

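Crowns and leaves of ‘Alta’, the freezing-tolerant parent, and ‘NCGR1363’, the susceptible parent, were sampled at 0 h and after 42 d at 2 °C, with 3 biological replicates in each of the 8 groups and 24 RNASeq libraries in all. The authors trimmed the reads, mapped them to the predicted mRNA sequences of the F. vesca annotation with RSEM and Bowtie2, and deposited the estimated number of reads on each of 34006 genes and 64597 isoforms without normalization. Each of these expected counts was a whole number, so rounding changed none of them, and all 896 candidate genes of the QTL interval were in the gene table. In ‘Alta’ crowns, the total count per library was between 14069602 and 15155980, with a median of 14273836 at 0 h, and between 13500992 and 16678547, with a median of 14015133 at 42 d. In ‘Alta’ leaves, the totals were between 12889156 and 16884412, with a median of 13967775 at 0 h, and between 12818719 and 14349532, with a median of 14008494 at 42 d. The totals of ‘NCGR1363’ crowns were between 14385208 and 15968261, with a median of 14975809 at 0 h, and between 13791231 and 17309434, with a median of 16843237 at 42 d. In ‘NCGR1363’ leaves they were between 14713900 and 18487934, with a median of 15970796 at 0 h, and between 14021026 and 18246139, with a median of 14797775 at 42 d. Expression is given as edgeR's CPM, the count scaled to the library size with TMM factors over the 24 libraries, as mean ± SD over 3 replicates. Each comparison was fitted on its own 6 libraries with edgeR's quasi-likelihood F-test, for genes with a CPM of at least 0.5 in at least 2 libraries, and the edgeR FDR is the Benjamini-Hochberg adjusted p of that test over all genes tested. A positive log2 fold change means more transcript at 42 d than at 0 h, or more in ‘NCGR1363’ than in ‘Alta’. The interaction of genotype and cold treatment, fitted on the 12 libraries of a tissue, is the log2 cold response of ‘NCGR1363’ minus that of ‘Alta’. Where all 3 libraries of a group held 3 counts or fewer, a fold is given as a lower bound against 3 counts. Over 20666 genes, Pearson's r of log2(CPM + 0.1) between replicates of a group was 0.915 or higher in 7 of the 8 groups, a correlation across genes, which are not independent replicates. In ‘Alta’ crowns at 42 d, replicates 1 and 2 had an r of 0.977, and replicate 3 had r values of 0.709 to 0.727 with them. The library labelled ‘Alta’ crown 42 d replicate 3 had r values of 0.974 to 0.984 with the 3 ‘Alta’ leaf libraries at 0 h and 0.864 to 0.887 with those at 42 d. It was kept in every comparison under its label, as in the groups the authors deposited. For results of single genes given in the text, values without it are added where they differ in direction or call.

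**Figure D1:**
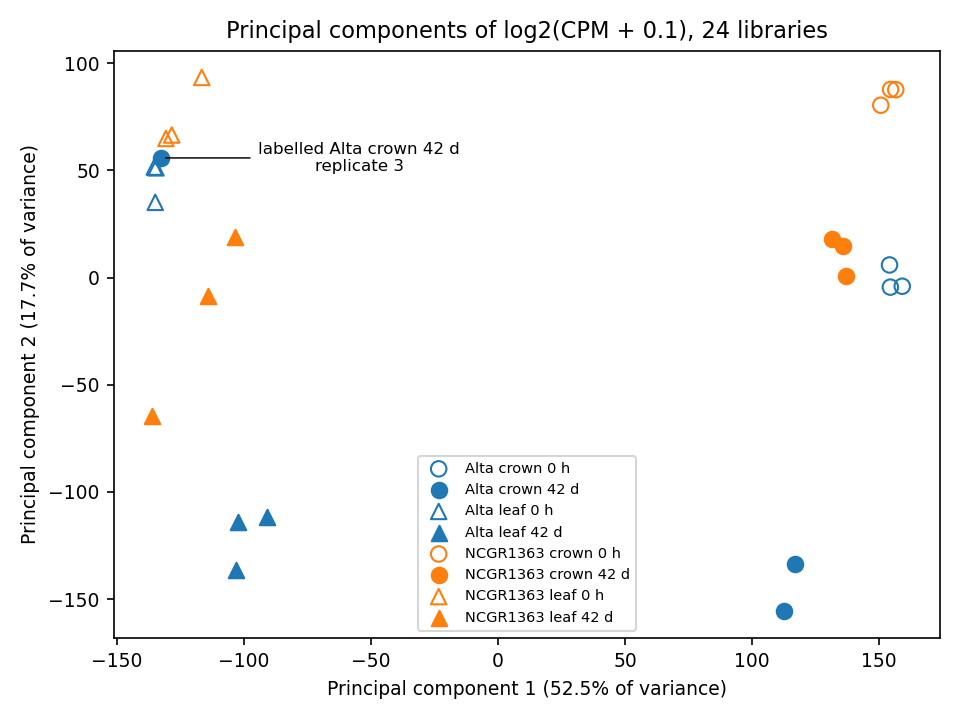
Principal components of log2(CPM + 0.1) over 20666 genes, with component 1 (52.5% of the variance) on the horizontal axis and component 2 (17.7%) on the vertical axis. Each point is a library, with crowns as circles, leaves as triangles, 0 h open and 42 d filled. The library labelled ‘Alta’ crown 42 d replicate 3 has a component 1 value of -133, on the side of the leaf libraries.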

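At an edgeR FDR of at most 0.05, transcript accumulation changed with cold treatment in 32 of 491 tested QTL genes in ‘Alta’ crowns (11 higher and 21 lower at 42 d) and in 293 of 485 tested QTL genes in ‘NCGR1363’ crowns (155 higher and 138 lower). In leaves it changed in 278 of 483 tested QTL genes in ‘Alta’ (148 higher and 130 lower) and in 152 of 473 tested QTL genes in ‘NCGR1363’ (86 higher and 66 lower). Between the genotypes, 304 of 495 tested QTL genes differed in crowns at 0 h (137 higher and 167 lower in ‘NCGR1363’) and 74 of 469 tested QTL genes in leaves at 0 h (36 higher and 38 lower). After cold treatment, 19 of 489 tested QTL genes differed between genotypes in crowns (9 higher and 10 lower) and 73 of 478 tested QTL genes in leaves (29 higher and 44 lower). Adjusted over the tested QTL genes alone, the calls for cold treatment were 23 and 293 in crowns and 279 and 153 in leaves of ‘Alta’ and ‘NCGR1363’, and the calls between genotypes were 304 in crowns and 59 in leaves at 0 h and 18 and 73 at 42 d. Over all genes, the same comparisons called 1465 of 19104 tested genes for cold treatment in ‘Alta’ crowns, 11264 of 19108 in ‘NCGR1363’ crowns, 10294 of 18435 in ‘Alta’ leaves and 5784 of 18442 in ‘NCGR1363’ leaves. The genotypes differed in 12261 of 19392 genes in crowns at 0 h, 3426 of 18314 in leaves at 0 h, 957 of 19127 in crowns at 42 d and 2828 of 18562 in leaves at 42 d. The alternative that moved these counts most was leaving out the library labelled ‘Alta’ crown 42 d replicate 3, which raised the QTL genes called for cold treatment in ‘Alta’ crowns to 277 (143 of them higher) and those called between genotypes in crowns at 42 d to 236 (109 of them higher). The genotype by cold interaction was called for 28 of 508 tested QTL genes in crowns (20 higher and 8 lower; 181 without that library, 112 of them higher) and for 85 of 491 tested QTL genes in leaves (51 higher and 34 lower), or 26 and 85 when adjusted over the list alone. With DESeq2's size factors in place of TMM, the leaf interaction split into 38 higher and 43 lower. With the replicate number as a block, 302 QTL genes were called for cold treatment in ‘NCGR1363’ crowns, where the deviations of same-numbered libraries from their group means had a mean r of 0.11, and 157 in ‘NCGR1363’ leaves (mean r 0.26). Between genotypes the block gave 12 QTL genes in leaves at 0 h (mean r -0.29), 76 in leaves at 42 d (mean r 0.28) and 0 in crowns at 42 d (mean r 0.20), where 68 had an unadjusted p under 0.05 with the block.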

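The 14 candidate genes with a putative role in temperature or osmotic stress were DRP3A, hAT, BYPASS1-like, 2 ADH homologs, SWEET1-like, PIP2;7, CTR1, ASMT, an L-ascorbate oxidase (AO), EXLA2, RDUF2, NAC029 and AFP2-like, with DRP3A and PIP2;7 taken as their t3 isoforms. All 14 had a genotype difference at an edgeR FDR of at most 0.05 in at least 1 of the 4 genotype comparisons, 13 of 14 tested in crowns at 0 h, 4 of 11 in leaves at 0 h, 4 of 13 in crowns at 42 d and 5 of 12 in leaves at 42 d. Cold treatment changed 5 of 14 tested in ‘Alta’ crowns, 7 of 12 in ‘NCGR1363’ crowns, 8 of 12 in ‘Alta’ leaves and 5 of 10 in ‘NCGR1363’ leaves. A genotype by cold interaction, tested on the gene table for all 14, was called for 8 of them, 5 of 14 in crowns and 4 of 12 of those tested in leaves. These counts include the library labelled ‘Alta’ crown 42 d replicate 3. Values of single genes without it cover only results given in the text, so the calls that follow are not a full count over the 14. The ‘Alta’ crown responses of AO, AFP2-like and the PIP2;7 isoform, for example, are not covered. For the 4 isoforms that Table 1 names, calls over all comparisons went from 12 to 17 without it. Without it, the cold response in ‘Alta’ crowns was also called for both ADH homologs (edgeR FDR 0.00041 and 0.00023). The genotype difference in crowns at 42 d was also called for CTR1 (edgeR FDR 0.0038) and AO (edgeR FDR 0.049, in the other direction than with it). The crown interaction was also called for EXLA2 (edgeR FDR 7.1e-05) and DRP3A (edgeR FDR 0.026). Crown interactions without it are not given for both ADH homologs, AFP2-like, AO, CTR1, RDUF2 and PIP2;7. Their absence from this list therefore does not mean that their cold responses in crowns were alike.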

Fourteen of the candidate genes identified in the QTL interval that were putatively associated with plant response to temperature and/or osmotic stresses, exhibited parental genotype differences in transcript accumulation either prior to treatment or in response to cold treatment, sometimes both (S4 Table). Candidate genes showing genotype-specific cold-responsive expression differences primarily in crown tissue were DRP3A (*FvH4_2g11510*), SWEET1-like (*FvH4_2g14860*.*1*), hAT (*FvH4_2g12511*.*1*), BYPASS1-like (*FvH4_2g13680*.*1*), ASMT (*FvH4_2g15840*.*1*) and NAC029 (*FvH4_2g16180*.*1*). 

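In crowns, the genotype by cold interaction of SWEET1-like was -1.64 (standard error 0.26, edgeR FDR 0.0056), and that of DRP3A at gene level was -0.46 (standard error 0.15, edgeR FDR 0.11). BYPASS1-like had an interaction of 2.85 (edgeR FDR 1.8e-05) and NAC029 of 1.48 (edgeR FDR 0.029), both positive because the cold-induced decrease was larger in ‘Alta’. The call for NAC029 was lost in 6 of the 12 fits that each left out a library. For hAT and ASMT all 3 ‘Alta’ crown libraries at 42 d held 0 counts, so the sizes of their interactions, 6.42 (edgeR FDR 0.0011) and 6.87 (edgeR FDR 0.00039), rest on a group without counts. Without the library labelled ‘Alta’ crown 42 d replicate 3, all 5 called interactions kept their direction with an edgeR FDR of at most 0.05, and that of DRP3A was -0.38 (edgeR FDR 0.026). In leaves, the interaction of SWEET1-like was -1.03 (edgeR FDR 0.057), of DRP3A 0.24 (edgeR FDR 0.19), of BYPASS1-like -1.001 (edgeR FDR 0.032) and of NAC029 -1.05 (edgeR FDR 0.32), while hAT and ASMT had too few counts in leaves to be tested. The leaf call for BYPASS1-like was lost in 7 of the 12 fits that each left out a library. For SWEET1-like a leaf call was gained in 2 of the 12.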

The hAT, BYPASS1-like, ASMT, and NAC029 homologues exhibited a greater cold-responsive down regulation in ‘Alta’ crowns when compared to ‘NCGR1363,’ while SWEET1-like showed a greater cold-induced increase in ‘Alta’ when compared to ‘NCGR1363’, and the t3 isoform of *FvH4_2g11510*.*1* (*DRP3A*) displayed a FD of greater than -1600 in cold-treated crowns of ‘NCGR1363’ when compared to ‘Alta.’ 

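The t3 isoform of FvH4_2g11510 (DRP3A) had 14.2 ± 1.13 CPM (SD, n = 3) in ‘Alta’ crowns at 0 h and 12.5 ± 1.09 CPM at 42 d, and 0 counts in all 6 ‘NCGR1363’ crown libraries. The accumulation in ‘NCGR1363’ crowns was at least 87.2-fold lower (edgeR FDR 0.00019) at 0 h and at least 78.9-fold lower (edgeR FDR 0.023) at 42 d. The call at 42 d was lost in 5 of the 6 fits that each left out a library. It was kept without the library labelled ‘Alta’ crown 42 d replicate 3 (edgeR FDR 0.0058). In leaves, the ‘Alta’ mean was 12.9 ± 0.630 CPM at 0 h and 8.87 ± 3.08 CPM at 42 d, and the genotype difference had a log2 fold change of -5.53 (standard error 1.29, edgeR FDR 0.073) at 0 h and a log2 fold change of -6.18 (standard error 1.21, edgeR FDR 0.052) at 42 d. These sizes rest on 1 ‘NCGR1363’ leaf library with t3 counts at each time, 10 counts at 0 h and 5 at 42 d. Over the 6 fits that each left out a library they ran from -10.32 to -4.90 at 0 h and from -9.98 to -5.56 at 42 d. At each time the call was gained in 1 of these fits. Cold treatment gave a log2 fold change of -0.26 (standard error 0.22, edgeR FDR 0.59) for t3 in ‘Alta’ crowns, where the library labelled ‘Alta’ crown 42 d replicate 3 held 11.7 CPM. At gene level, DRP3A differed little between genotypes in crowns at 0 h, with a log2 fold change of 0.25 (standard error 0.05, edgeR FDR 0.0020) in the other direction than t3. The counts of isoforms are estimates in which RSEM divided reads shared between the isoforms of a gene. The t3 isoform made up 6.79 to 15.6% of the gene's isoform counts in the 12 ‘Alta’ libraries and 0 to 0.898% in the 12 ‘NCGR1363’ libraries. NAC029 (FvH4_2g16180) fell with cold treatment in ‘Alta’ crowns by a log2 fold change of -3.04 (standard error 0.24, edgeR FDR 0.0053), and in ‘NCGR1363’ crowns by a log2 fold change of -1.56 (standard error 0.21, edgeR FDR 0.00012). Without that library the ‘Alta’ change was -2.96 (edgeR FDR 0.00016).

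**Figure D2:**
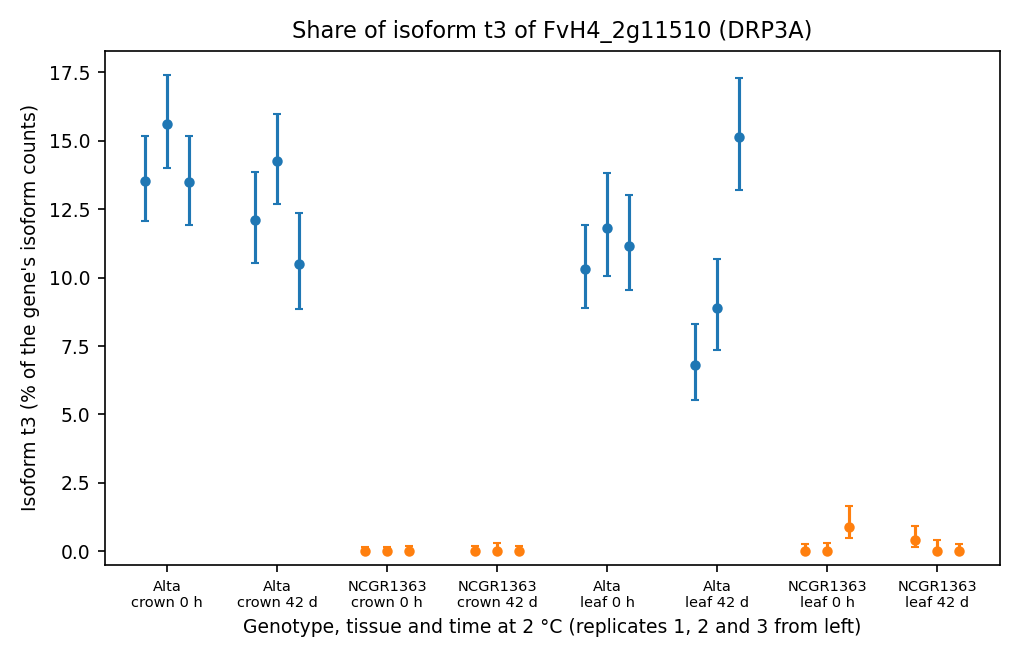
Share of the t3 isoform among the isoform counts of FvH4_2g11510 (DRP3A), in percent, for each library by genotype, tissue and time at 2 °C. Points are libraries and bars are 95% Wilson intervals, which cover counting error only. The ‘Alta’ libraries lie at 6.79% or above and the ‘NCGR1363’ libraries at 0.898% or below.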

Additional differentially-expressed genes were identified with a role in abiotic plant stress, including those encoding a vacuolar iron transporter (*FvH4_2g13960*.*1*), an acyl-[acyl-carrier-protein] (*FvH4_2g14690*.*1*), two MAD3/HGMR homologs (*FvH4_2g17051*.*1* and *FvH4_2g17060*.*1*), a major facilitator superfamily protein-encoding gene (*FvH4_2g15730*.*1*) and flavin-containing monooxygenase 1 (*FvH4_2g16430*.*1*) (S3 Table, section B). 

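The vacuolar iron transporter FvH4_2g13960 fell with cold treatment in ‘Alta’ crowns from 161 ± 20.1 CPM (SD, n = 3) to 7.58 ± 5.34 CPM, a log2 fold change of -4.41 (standard error 0.79, edgeR FDR 0.033), and in ‘NCGR1363’ crowns from 183 ± 1.80 CPM to 79.0 ± 16.7 CPM, a log2 fold change of -1.22 (standard error 0.12, edgeR FDR 1.5e-05). Without the library labelled ‘Alta’ crown 42 d replicate 3 the ‘Alta’ change was -3.92 (edgeR FDR 3.3e-05), and the call was lost in 5 of the 6 fits that each left out a library. Its interaction was 3.19 (edgeR FDR 0.032) in crowns and 2.51 (edgeR FDR 0.024) in leaves, calls lost in 9 of the 12 and 4 of the 12 such fits. The acyl-[acyl-carrier-protein] gene FvH4_2g14690 was higher in ‘NCGR1363’ crowns at 0 h by a log2 fold change of 3.22 (standard error 0.25, edgeR FDR 2.1e-06). In ‘Alta’ crowns at 42 d its 3 libraries held 3 counts or fewer, at least 63.8-fold lower (edgeR FDR 0.018) than at 0 h, a call lost in 3 of the 6 such fits. Both MAD3/HMGR homologs were lower in ‘NCGR1363’ crowns at 0 h, FvH4_2g17051 by a log2 fold change of -2.96 (standard error 0.09, edgeR FDR 3.1e-09) and FvH4_2g17060 by a log2 fold change of -6.01 (standard error 0.14, edgeR FDR 8.5e-10). Cold treatment lowered them in ‘Alta’ crowns, with log2 fold changes of -3.41 (edgeR FDR 0.0039) and -6.43 (edgeR FDR 0.0039). In crowns at 42 d the genotypes differed by 0.39 (edgeR FDR 0.28) and -0.30 (edgeR FDR 0.67) on the log2 scale. Without that library, the difference of FvH4_2g17051 was 0.48 (edgeR FDR 0.029) and that of FvH4_2g17060 was 0.11 (edgeR FDR 0.74), in the other direction. These homologs are 2 members of a gene family, and reads could have been split between them in counting. The major facilitator gene FvH4_2g15730 rose in ‘Alta’ crowns by a log2 fold change of 2.63 (standard error 0.38, edgeR FDR 0.019), or 2.21 (edgeR FDR 0.00026) without that library, a call lost in 4 of the 6 such fits, and in ‘NCGR1363’ crowns by a log2 fold change of 0.34 (standard error 0.09, edgeR FDR 0.0090). For flavin-containing monooxygenase 1 (FvH4_2g16430), leaves at 0 h held 22.4 ± 2.04 CPM in ‘Alta’ and 2.82 ± 1.66 CPM in ‘NCGR1363’, a log2 fold change of -2.99 (standard error 0.36, edgeR FDR 0.0026), and the leaf interaction was 2.46 (edgeR FDR 0.0081).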

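Among the Table 1 genes with a log2 genotype difference at both times, 18 of 29 had a smaller difference between genotypes at 42 d than at 0 h in crowns, and 12 of 26 in leaves. The median size of the log2 difference went from 2.73 at 0 h to 2.09 at 42 d in crowns, and from 0.85 to 1.23 in leaves. Genes chosen for a large difference at 0 h can be nearer at 42 d by selection alone, so 10000 random lists of the same size were drawn, matched on mean expression and on the size of the 0 h difference. The matched lists held 19.6 such genes on average in crowns, with 81.9% of lists at 18 or more, and 14.1 in leaves, with 87.2% at 12 or more. Over all genes tested at both times, the difference was smaller at 42 d for 43.6% of 18613 genes in crowns and 39.9% of 17737 in leaves. Leaving out the library labelled ‘Alta’ crown 42 d replicate 3 moved the crown count most, to 14. Restricting the lists to genes called at 0 h gave 18 of 27 in crowns and 6 of 11 in leaves.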

With the exception of DRP3A, the directions of LTS-induced FC effects appear to nearly offset disparate basal expression levels between genotypes.

**Table 1:** Selected gene features in the QTL region exhibiting transcript accumulation differences in crowns and leaves of genotypes ‘Alta’ and ‘NCGR1363’.

	Gene ID	Description	FC 42 days (d) vs. 0 hours (h) LTS				FD NCGR1363 vs. Alta @ 0 h LTS		FD NCGR1363 vs. Alta @ 42 d LTS	
			Alta crown	NCGR1363 crown	Alta leaf	NCGR1363 leaf	Crown	Leaf	Crown	Leaf
**A**	*FvH4_2g11510*^t3^	dynamin-related protein 3A (DRP3A)	-1.2*	NA	-1.5*	NA	-2049.1^+^	-46.1*	-1641.4	-72.7
	*FvH4_2g12511*	hAT dimerization-like protein	-182.1	-2.3	NA	NA	3.6	NA	301.4	NA
	*FvH4_2g13680*	BYPASS1-like	-7.4^+^	NC*	1.2*	-1.7	-6.3^+^	1.7	1.2*	-1.3*
	*FvH4_2g14750*	alcohol dehydrogenase-like	3.0*	-1.3^+,t2^	4.4^+^	1.2*	2.4^+^	-1.3*	-1.6*	-4.9^+^
	*FvH4_2g14760*	alcohol dehydrogenase	13.7*	2.5^+,t1^	48.1^+^	15.9^+^	2.5^+^	-1.8	-2.2*	-5.7^+^
	*FvH4_2g14860*	sugar transporter SWEET1-like	8.6^+^	2.8	3.2^+^	1.5*	-2.9^+^	NC	-9.0^+^	-2.2*
	*FvH4_2g15440*^t3^	aquaporin PIP2-7-like	-4.0*	-1.4*	4.4	1.2*	-3.6^+^	2.1*	-2.8*	-1.7*
	*FvH4_2g15800*	ser/thr prot. kinase CTR1	NC*	NC*	3.3^+^	1.1*	-5.2^+^	1.3*	-5.5*	-2.5*
	*FvH4_2g15840*	N-acetylserotonin O-methyltransferase (ASMT)	-1195.1^+^	-11.2	NA	NA	-2.5^+^	NA	NA	NA
	*FvH4_2g16000*	L-ascorbate oxidase homolog	-2.0*	-1.1*	-5.7^+^	-1.8*	-11.7	-2.2*	-6.5*	1.4*
	*FvH4_2g16110*	expansin-like A2	-2.9*	5.7^+^	7.2^+^	4.5^+^	-49.6^+^	-3.1^+^	-3.1*	-5.3^+^
	*FvH4_2g16170*	E3 ubiquitin ligase RDUF2	1.2*	NA	-1.1*	NA	-220.2^+^	-667.9^+^	-865.5	-704.1^+^
	*FvH4_2g16180*	transcription factor NAC029	-8.2^+^	-2.9^+^	-1.8*	-3.7	-4.1^+^	2.1*	-1.5*	ND*
	*FvH4_2g18440*	ninja-family protein AFP2-like	11.9*	1.5*	124.8^+^	11.1^+^	ND*	NA	-8.0*	-5.1
**B**	*FvH4_2g11650*	transcription factor ORG2-like	-8.1*	-26.8^+^	-46.6^+^	NA	-1.1*	-1.3*	NA	NA
	*FvH4_2g12040*	splicing factor 3A subunit 3-like	1.3*	1.3*	1.3*	1.7*	-6.6	-5.2	-6.4	-4.2
	*FvH4_2g12161*	SAM-dependent methyltransferase	1.6*	-1.5	-1.1*	-1.8	-1.6	1.1*	-3.9	-1.7*
	*FvH4_2g12540*	ser/thr prot.-kinase LRK10L1.2	-1.3*	1.2	1.5	NC*	1.8	5.3	2.9	3.2
	*FvH4_2g12570*	putative laccase 9	-2.6*	1.1*	12.4^+^	6.5*	-21.0^+^	NA	-7.1*	-1.8*
	*FvH4_2g12620*	laccase-14-like	73.1*	1.1*	-18.0^+^	-1.4*	16.1^+^	ND*	-4.3*	12.1*
	*FvH4_2g13240*	transcription factor ABR1-like	1.7*	2.1*	312.5^+^	51.7	30.9^+^	NA	-24.1*	-9.9*
	*FvH4_2g13960*	vacuolar iron transporter homolog 2-like	-21.3	-2.3	-5.8	NC*	1.1*	-1.9*	10.4*	2.9*
	*FvH4_2g14190*	carbonic anhydrase 2-like	33.9*	NA	-79.2^+^	-21.0^+^	-43.7^+^	5.1*	NA	18.4
	*FvH4_2g14690*	acyl-[acyl-carrier-protein]	-181.8	-28.8^+^	NA	NA	9.3^+^	NA	57.9*	NA
	*FvH4_2g14900*	thioredoxin M-type	82.1*	5.8^+^	-2.7^+^	-1.3*	-2.3^+^	ND*	-31.9*	1.9*
	*FvH4_2g15730*	Major facilitator superfamily	6.2	1.3	1.6	-1.1*	2.3	1.8	-2.1*	ND*
	*FvH4_2g16430*	flavin-containing monooxygenase 1	61.0	8.9^+^	1.5	8.2^+^	NA	-8.0^+^	-7.3*	-1.6*
	*FvH4_2g16500*	cytochrome P450 87A3-like	-2.4*	-1.7	NA	-1.3*	27.6^+^	11132.5^+^	39.3*	9688.2
	*FvH4_2g16690*	bromodomain-containing protein 9-like	NA	NA	3.71^+^	1.6^+^	-1.4^+^	1.5^+^	-1.4*	-1.6*
	*FvH4_2g17051*	MAD3 / HMGR1	-10.6^+^	-1.1*	-1.2*	-1.1*	-7.6^+^	-1.1*	1.3*	-1.1*
	*FvH4_2g17060*	MAD3 / HMGR1	-86.3^+^	-1.7	-1.6*	-3.1*	-64.5^+^	1.5*	-1.2*	-1.4*
	*FvH4_2g18040*	Ser/thr prot. kinase OXI1	-2.7*	-1.2*	-2.5^+^	-2.0	-8.4^+^	-1.3*	-2.6*	-1.1*
	*FvH4_2g18210*	lyzozyme D-like	-2.2*	2.8^+^	-2.7^+^	-36.5^+^	-24.9^+^	-1.5*	-4.0*	-21.6

Gene features with known (A) and less-known (B) roles in plant response to low temperature stress (LTS); FC, fold change; FD, fold difference; ^+^FC & FD values are significant at FDR-adjusted p-values ≤ .01, all others at ≤ .05 except where denoted (*, i.e. > .05) and all reflect gene level expression except mRNA isoform levels for ^t3^*FvH4_2g11510*.*t3*, *FvH4_2g15440*.*t3*, ^t2^*FvH4_2g14750*.*t2 and* ^t1^*FvH4_2g14760*.*t1*; NA, not available (detected); NC, no change; ND, no difference

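In leaves, the genotype by cold interaction of CTR1 (FvH4_2g15800) was -1.56 (standard error 0.46, edgeR FDR 0.040), and the call was lost in 10 of the 12 fits that each left out a library. For EXLA2 (FvH4_2g16110), cold treatment raised transcripts in leaves of both genotypes, and the interaction was -0.67 (standard error 0.39, edgeR FDR 0.26). RDUF2 (FvH4_2g16170) did not change detectably with cold treatment in ‘Alta’, with a log2 fold change of 0.23 (standard error 0.27, edgeR FDR 0.61) in crowns and a log2 fold change of -0.16 (standard error 0.25, edgeR FDR 0.61) in leaves. In ‘Alta’ crowns RDUF2 had 5.44 ± 0.324 CPM (SD, n = 3) at 0 h and 6.43 ± 1.42 CPM at 42 d, with 4.86 CPM in the library labelled ‘Alta’ crown 42 d replicate 3.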

Candidate genes displaying genotype-specific cold-responsive expression differences primarily in leaf tissue, and basal pre-LT-treatment levels in crowns were a PIP2;7 homolog isoform (*FvH4_2g15440*.*t3*), CTR1 (*FvH4_2g15800*.*1*), a gene encoding a homolog of EXPLA2 (*FvH4_16110*.*1*) and RDUF2 (*FvH4_2g16170*.*1*) that also exhibited genotype-specific differences in LT-treated crowns, with much lower expression in ‘NCGR1363’ compared to ‘Alta.’ Additionally, further candidate genes without a clear association to low temperature stress were identified, including two laccases (*FvH4_2g12570*.*1* and *FvH4_2g12620*.*1*), an ABR1-like transcription factor (*FvH4_2g13240*.*1*) carbonic anhydrase 2-like homolog (*FvH4_2g14190*.*1*), OXI1 kinase (*FvH4_2g18040*.*1*) and a lysozyme D-like homolog (*FvH4_2g18210*.*1*).

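Laccase FvH4_2g12570 had 21.1 ± 3.28 CPM (SD, n = 3) in ‘Alta’ crowns at 0 h and 1.00 ± 0.432 CPM in ‘NCGR1363’ crowns, a log2 fold change of -4.39 (standard error 0.23, edgeR FDR 1.2e-07). Laccase FvH4_2g12620 differed in the other direction, 0.599 ± 0.236 CPM against 9.99 ± 1.22 CPM, a log2 fold change of 4.01 (standard error 0.23, edgeR FDR 2.6e-07). In ‘Alta’ crowns at 42 d its replicates held 0, 0 and 135 CPM, and the cold response was 6.19 (edgeR FDR 0.25). The 2 replicates other than the library labelled ‘Alta’ crown 42 d replicate 3 held 0 counts, so without it the change was a decrease (edgeR FDR 0.0079) whose size the counts do not set. The ABR1-like gene FvH4_2g13240 was lower in ‘NCGR1363’ crowns at 0 h by a log2 fold change of -4.95 (standard error 0.51, edgeR FDR 1.4e-05), and cold treatment raised it in ‘Alta’ leaves by a log2 fold change of 8.29 (standard error 0.73, edgeR FDR 7.1e-05) and in ‘NCGR1363’ leaves by a log2 fold change of 5.69 (standard error 1.42, edgeR FDR 0.027), a call lost in 3 of the 4 fits without a library that gave a value. The carbonic anhydrase 2-like gene FvH4_2g14190 was at least 16.1-fold lower (edgeR FDR 0.00011) in ‘NCGR1363’ crowns than in ‘Alta’ crowns at 0 h, and higher in ‘NCGR1363’ leaves at 42 d by a log2 fold change of 4.198 (standard error 0.50, edgeR FDR 0.0058). Its ‘Alta’ crown replicates at 42 d held 0, 0 and 273 CPM. OXI1 kinase (FvH4_2g18040) was lower in ‘NCGR1363’ crowns at 0 h by a log2 fold change of -3.07 (standard error 0.11, edgeR FDR 8.7e-09). At 42 d the crown difference of OXI1 was -1.38 (edgeR FDR 0.35), and 0.10 (edgeR FDR 0.67) without that library. The lysozyme D-like gene FvH4_2g18210 was lower in ‘NCGR1363’ crowns at 0 h by a log2 fold change of -4.64 (standard error 0.18, edgeR FDR 2.0e-08) and in ‘NCGR1363’ leaves at 42 d by a log2 fold change of -4.43 (standard error 0.87, edgeR FDR 0.023), the latter lost in 4 of the 6 fits that each left out a library.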

A third group contained two genes differentially expressed between genotypes primarily in leaves, both in pre-LT-treated and LT-treated plants. These were a homolog of a known cold response pathway gene ninja-family AFP2-like (*FvH4_2g18440*.*1*) and a P450 87A3-like homolog (*FvH4_2g16500*.*1*), not previously known for a role in temperature stress. These genes showed opposite regulation patterns, with AFP2-like exhibiting a greater cold-treatment-induced increase of transcript accumulation in ‘Alta’ leaves, while ‘NCGR1363’ displayed vastly higher P450 87A3-like transcript levels, primarily in leaves of non-LT- and LT-treated plants.

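AFP2-like (FvH4_2g18440) was too low in leaves at 0 h to be tested between genotypes, with 0, 0.607 and 0 CPM in the ‘Alta’ replicates and 0.441, 0.395 and 0.434 CPM in the ‘NCGR1363’ replicates. P450 87A3-like (FvH4_2g16500) had 0 counts in all 6 ‘Alta’ leaf libraries, and its accumulation in ‘NCGR1363’ leaves was at least 419.9-fold higher (edgeR FDR 0.00021) at 0 h and at least 400.3-fold higher (edgeR FDR 0.019) at 42 d. The call at 42 d was lost in 3 of the 6 fits that each left out a library. In crowns at 0 h, P450 87A3-like was higher in ‘NCGR1363’ by a log2 fold change of 4.78 (standard error 0.23, edgeR FDR 7.6e-08).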

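AFP2-like rose with cold treatment in ‘Alta’ leaves to 23.5 ± 2.47 CPM (SD, n = 3), a log2 fold change of 6.96 (standard error 0.62, edgeR FDR 7.6e-05), and in ‘NCGR1363’ leaves to 1.57, 8.03 and 4.82 CPM in the 3 replicates, a log2 fold change of 3.48 (standard error 0.64, edgeR FDR 0.011). The interaction in leaves was -3.45 (standard error 1.21, edgeR FDR 0.074), so the difference between the cold responses did not pass the threshold. Over the 12 fits that each left out a library the interaction ran from -7.84 to -2.80, and the call was gained in 2 of them. P450 87A3-like had 113 ± 30.2 CPM in ‘NCGR1363’ leaves at 0 h and 88.3 ± 89.1 CPM at 42 d, where its replicates ranged from 27.3 to 191 CPM. In crowns it had 12.9 ± 2.16 CPM in ‘NCGR1363’ and 0.459 ± 0.134 CPM in ‘Alta’ at 0 h.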

## Discussion

One of the aims of a previous investigation was to identify parental genotypes that would be suitable for studying the genetics of freezing tolerance in *F*. *vesca* [7]. Here, the genotypes displaying the greatest differences in freezing tolerance were crossed and from the selfing of the resultant F_1_ progeny, a mapping population segregating for freezing tolerance was raised and phenotyped. A freezing tolerance QTL identified on chromosome *Fvb2* of the *F*. *vesca* genome spanned a physical interval of 5.1 Mb and contained 896 gene predictions encoding proteins including ADH1, ERD10, PIP2 aquaporins, ascorbate oxidase, a hAT dimerization domain-containing protein, CTR1 kinase, B1L, ASMT, EXPLA2, transcription factor RDUF2, a ninja-family AFP2-like transcription factor and two NAC transcription factors, all of which have been reported to have putative roles in plant temperature or osmotic stress response and, for some, freezing tolerance. Here we discuss the candidate genes identified in the context of freezing tolerance in the selfed ‘NCGR1363’ × ‘Alta’ *F*. *vesca* mapping population.

### Alcohol dehydrogenase

An increase in the production of C1 to C9 alcohols in plants enhances membrane fluidity which prevents phase transition occurring in plant cell membranes, thus promoting greater tolerance to freezing stress in plants [23]. Alcohol dehydrogenase (ADH) genes play a role in the production of C1 to C9 alcohols and have been shown to be cold-induced in *Arabidopsis* and cereal crops [24]. More recently, Song [25] reported that in *Arabidopsis*, ADH1 was significantly upregulated in response to cold treatment and the ADH1 knockout mutants they screened showed lower basal freezing tolerance than wild-type plants, and a higher percentage of ion leakage after freezing treatment, suggesting a pivotal role for ADH1 in the protection of plasma membranes and thus in freezing stress tolerance. An ADH1 homologue was the first protein-encoding gene to be completely sequenced in cultivated strawberry [26], was the first gene sequence to be genetically mapped in *Fragaria* [27], and has been used to infer phylogenetic relationships in the genus [28]. Koehler *et al*. [29] reported a strong correlation between ADH levels and cold tolerance in the cultivated strawberry *F*. *×ananassa* and similarly, Davik *et al*. [7] demonstrated that LT_50_ was strongly correlated (r = -0.86) with ADH protein levels. Davik *et al*. [7] also reported that ADH levels were very low in *F*. *vesca* control crowns, but strongly induced in cold-treated crowns, with up to a 200-fold increase in ADH protein levels observed after 42 days of cold treatment in accessions that were shown to be highly tolerant to freezing stress. The authors concluded that ADH likely contributes to cold hardiness in *F*. *vesca*.

The ADH1 homologue first mapped by Davis and Yu [27] is located at 12,948,939 bp on chromosome *Fvb2* of the *F*. *vesca* genome, placing it within the mapping interval of the QTL identified in this investigation for freezing tolerance in *F*. *vesca* ‘Alta.’ Both ADH homologs were expressed at higher basal levels in ‘NCGR1363’ crowns but appeared to show a lower cold-induced increase, especially for *FvH4_2g14760*.*1*, in leaves in comparison with ‘Alta’. 

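In crowns at 0 h, the ADH homolog FvH4_2g14750 had 413 ± 39.9 CPM (SD, n = 3) in ‘Alta’ and 1008 ± 154 CPM in ‘NCGR1363’, a log2 fold change of 1.27 (standard error 0.11, edgeR FDR 3.6e-06), and FvH4_2g14760 had 70.8 ± 14.4 CPM and 179 ± 37.7 CPM, a log2 fold change of 1.32 (standard error 0.16, edgeR FDR 4.8e-05). In leaves, cold treatment raised FvH4_2g14750 in ‘Alta’ from 86.5 ± 2.94 CPM to 377 ± 115 CPM, a log2 fold change of 2.14 (standard error 0.23, edgeR FDR 0.00017), while the change in ‘NCGR1363’ was within the spread between replicates, a log2 fold change of 0.28 (standard error 0.23, edgeR FDR 0.40). FvH4_2g14760 rose in ‘Alta’ leaves from 7.28 ± 0.353 CPM to 349 ± 88.5 CPM, a log2 fold change of 5.59 (standard error 0.22, edgeR FDR 4.1e-06), and in ‘NCGR1363’ leaves from 4.03 ± 0.829 CPM to 63.6 ± 12.9 CPM, a log2 fold change of 3.99 (standard error 0.22, edgeR FDR 0.00086). The leaf interactions were -1.83 (edgeR FDR 0.0065) for FvH4_2g14750 and -1.57 (edgeR FDR 0.0063) for FvH4_2g14760. Both genes are alcohol dehydrogenases, and reads could have been divided between them in counting.

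**Figure D3:**
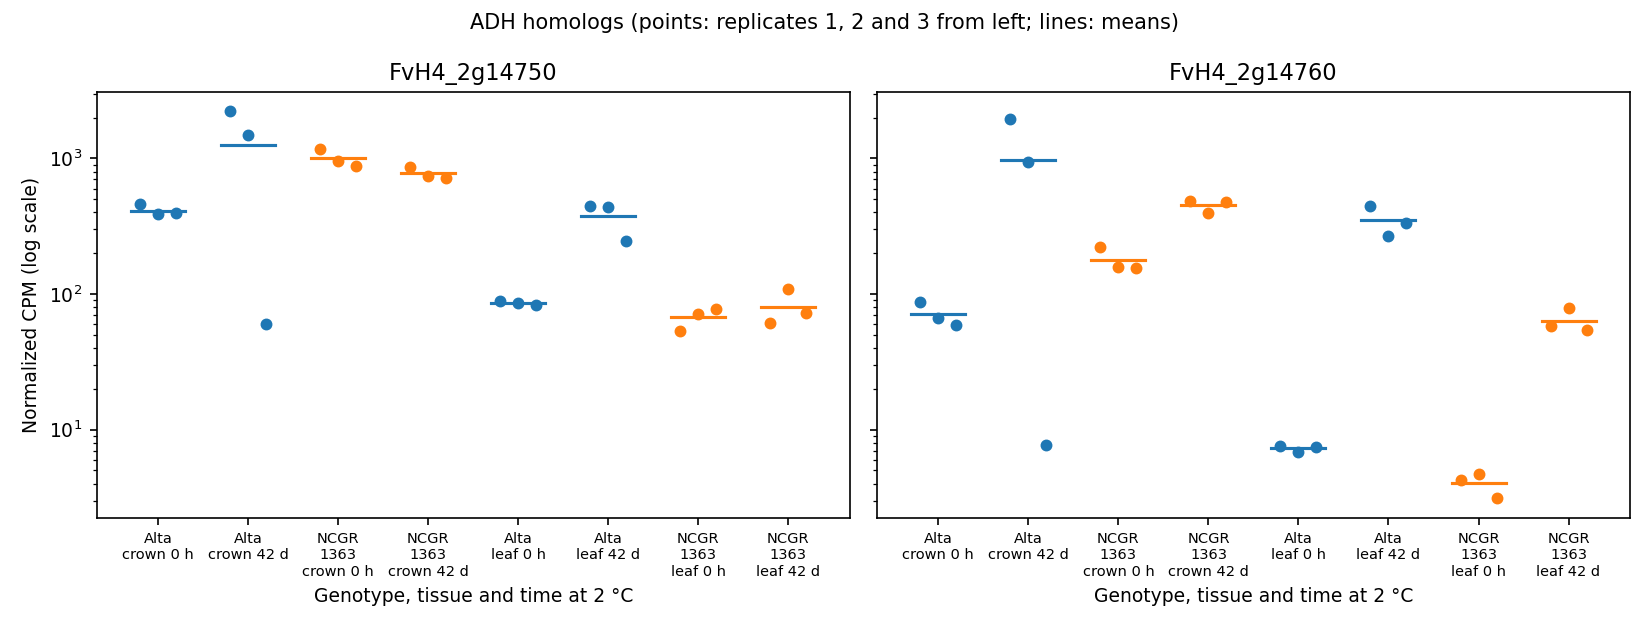
TMM-normalized CPM, on a log axis, of FvH4_2g14750 (left) and FvH4_2g14760 (right) by genotype, tissue and time at 2 °C. Points are the 3 replicates of each group and lines are group means. Replicate 3 of the group labelled ‘Alta’ crown 42 d lies at 60.0 CPM for FvH4_2g14750 and 7.72 CPM for FvH4_2g14760, below the other 2.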

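In ‘Alta’ crowns at 42 d, FvH4_2g14750 had 2226 and 1491 CPM in replicates 1 and 2 and 60.0 CPM in replicate 3, and its cold response with all 3 was 1.60 (standard error 1.13, edgeR FDR 0.40). FvH4_2g14760 had 1963 and 949 CPM in replicates 1 and 2 and 7.72 CPM in replicate 3, and a cold response of 3.77 (standard error 1.62, edgeR FDR 0.20). Without the library labelled ‘Alta’ crown 42 d replicate 3, whose profile was nearest to ‘Alta’ leaf at 0 h, the log2 fold changes were 2.17 (edgeR FDR 0.00041) and 4.36 (edgeR FDR 0.00023). In ‘NCGR1363’ crowns, FvH4_2g14750 went from 1179.6, 963 and 881 CPM at 0 h to 871, 738 and 719.8 CPM at 42 d, a log2 fold change of -0.38 (standard error 0.12, edgeR FDR 0.021), and FvH4_2g14760 rose to 452 ± 51.4 CPM (SD, n = 3), a log2 fold change of 1.34 (standard error 0.14, edgeR FDR 1.8e-05).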

Neither of these homologs displayed the cold-induced increases at the transcript level in crowns that was previously observed for immunoreactive ADH proteins [7]. The higher expression of ADH transcripts in leaves of ‘Alta’ however correlates well with its lower LT_50_.

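In leaves at 42 d, ‘NCGR1363’ had less ADH transcript than ‘Alta’, with a log2 fold change of -2.28 (standard error 0.31, edgeR FDR 0.0086) for FvH4_2g14750 and a log2 fold change of -2.50 (standard error 0.23, edgeR FDR 0.0029) for FvH4_2g14760. In all 3 ‘Alta’ leaf libraries both genes were higher than in every ‘NCGR1363’ leaf library at 42 d. The difference at 0 h was -0.35 (edgeR FDR 0.11) for FvH4_2g14750 and -0.84 (edgeR FDR 0.038) for FvH4_2g14760, a call lost in 5 of the 6 fits that each left out a library. LT50 was not analysed here.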

### Dehydrins (FvH4_2g16030.1, FH4_2g09610.1)

The expression of dehydrins has previously been reported to be highly correlated to cold-stress tolerance in cultivated strawberry [30]. More recently, Koehler et al [29] performed gene expression and proteomic profiling of the commercial cultivars ‘Jonsok’ and ‘Frida’ following cold exposure and demonstrated that the transcript levels of two dehydrin-like genes, a COR47-like and a XERO2-like gene were strongly correlated with cold stress. The authors speculated that the strong increase in observed levels of a dehydrin protein identified through a one-dimensional electrophoresis western-blot that used an anti-K peptide diagnostic for dehydrin was the XERO2-like dehydrin. In a proteomics study of *F*. *vesca*, dehydrin accumulation was observed following 14 days of cold treatment, with higher levels of seven distinct dehydrins accumulating after 42 days cold treatment [7]. Further, an examination of the natural variation in cold/freezing tolerance in diploid *Fragaria* genotypes showed a strong correlation of plant survival with the expression of total dehydrins [7]. However, due to non-specificity of *Arabidopsis* dehydrin antibodies, the authors were unable to determine which specific dehydrins accumulated in the study.

The physical region spanning the QTL identified in this investigation contains a predicted dehydrin gene (*FvH4_2g16030*.*1)* with strong homology to the acidic class of dehydrins (exemplified by the Arabidopsis ERD10, ERD14, and COR47). The ERD (early responsive to dehydration stress) genes, while first identified as rapidly upregulated in response to dehydration in Arabidopsis, were subsequently observed to be upregulated by cold and other stresses [31]. ERD10, an ABA-dependent dehydrin, was characterised in *Brassica napus* [32] where it was shown to be induced in leaf tissue by cold stress, and subsequently it was also reported to be induced in response to cold stress in *Arabidopsis* [33, 34]. Strong evidence in strawberry [30] and other plants demonstrate that over- or trans-expression of dehydrins increase cold and other stress tolerances [35–38]. However, the ERD-encoding homolog *FvH4_2g16030*.*1* did not show expression in the material utilized for RNASeq analysis of QTL candidate genes, and further characterisation of gene expression for these genes was not performed in this investigation.

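FvH4_2g16030 held 0 counts in 22 of the 24 libraries. The other two were ‘NCGR1363’ crown libraries at 0 h, replicate 2 with 64 counts (3.49 CPM) and replicate 3 with 6 counts (0.338 CPM), while replicate 1 held 0.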

### Plant intrinsic proteins, aquaporin (FvH4_2g15440.1, FvH4_2g15450.1)

Aquaporins are a highly conserved group of membrane proteins which help transport water across biological membranes and are known as major intrinsic proteins. The plasma-membrane intrinsic proteins (PIPs) are a class of aquaporins that are highly responsive to environmental stimuli and have roles in various physiological functions including response to drought stress [39]. The PIP gene family, comprising 13 genes in *Arabidopsis thaliana* have been shown to be expressed under various abiotic conditions including drought, cold, and high salinity stress, as well as abscisic acid (ABA) treatment [40]. In the study of [40], PIP2;5 was shown to be up-regulated by cold stress, while most of the other members of the family were down-regulated. Similarly, in a proteomics study of cold stress in banana species (*Musa* spp. ‘Dajiao’ and ‘Cavendish’), the abundance of aquaporins significantly increased after 3 hours of cold stress in ‘Dajiao’ seedlings [41] and the authors concluded that the aquaporins MaPIP1;1, MaPIP1;2, MaPIP2;4, MaPIP2;6, and MaTIP1;3 were all involved in decreasing lipid peroxidation and maintaining leaf cell water potential in cold stressed seedlings, which were likely the cellular adaptations responsible for increased cold tolerance of ‘Dajiao’ over ‘Cavendish’ seedlings. A total of ten PIP aquaporins have previously been reported in the genome of *F*. *vesca* [39], where diurnal expression was observed in the transcript levels of three of the characterised genes. More recently, substrate-specific expression profiles were shown for aquaporins in the cultivated strawberry *F*. *×ananassa* [42], suggesting functional specialisation of aquaporins within the same class. Two predicted genes identified within the QTL interval displayed high homology to PIP2 aquaporins and could thus play a role in freezing-stress tolerance in *F*. *vesca*. The RNASeq analyses performed here revealed the t3 mRNA isoform of *FvH4_2g15440* was expressed at higher levels in pre-LT-treated crowns and displayed a greater LT stress induction in leaves of ‘Alta’ when compared with ‘NCGR1363’. 

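The t3 isoform of FvH4_2g15440 had 20.4 ± 3.03 CPM (SD, n = 3) in ‘Alta’ crowns and 2.57 ± 0.522 CPM in ‘NCGR1363’ crowns at 0 h, a log2 fold change of -2.98 (standard error 0.20, edgeR FDR 0.00020). In ‘Alta’ leaves it rose from 5.00 ± 1.98 CPM to 22.4 ± 5.84 CPM, a log2 fold change of 2.12 (standard error 0.38, edgeR FDR 0.010), and in ‘NCGR1363’ leaves from 10.4 ± 3.57 CPM to 12.9 ± 4.59 CPM, a log2 fold change of 0.29 (standard error 0.34, edgeR FDR 0.65). In leaves at 42 d the genotypes differed by a log2 fold change of -0.80 (standard error 0.32, edgeR FDR 0.24). The difference between the cold responses of the isoform was not tested. In the gene table, which sums the isoforms, the cold response of FvH4_2g15440 was -0.09 in ‘Alta’ leaves and -0.02 in ‘NCGR1363’ leaves on the log2 scale.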

As with the ADH homologs in the QTL interval, involvement of this single PIP2;7 isoform, one of five from this gene, in contributing to freezing tolerance would be predicated with such a role being exercised primarily in leaves.

### NAC transcription factors (FvH4_2g16180.1, FvH4_2g12690.1, FvH4_2g13330.1, FvH4_2g13320.1)

NAC transcription factors are one of the largest families of transcription factors in plants and have been implicated in enhancing tolerance to various abiotic stresses including drought, high salinity and cold, in a number of plants [43, 44]. In apple (*Malus pumila*) a close relative of *Fragaria* in the Rosaceae family, a NAC transcription factor MdNAC029 was shown to be a negative modulator of the cold stress response, directly repressing the expression of two C-repeat binding factors, MdCBF1 and MdCBF4, which are regarded key regulators of the plant response to cold stress [45]. Similarly, the role of NAC transcription factors in cold-stress response was studied in *Prunus mume* another member of the Rosaceae family, and 113 PmNAC genes were identified and characterised [46]. Seventeen of the genes identified were highly up-regulated in stem tissue during cold temperature stress during winter. Further analysis of a subset of 15 NAC genes showed that they were up and down-regulated in response to low-temperature treatment and were suggested to be putative candidates for regulating freezing resistance in the species. Within the freezing tolerance QTL identified in this investigation, candidate genes were identified with homology to three NAC transcription factors, NAC017, shown to negatively regulate drought-stress responses in *Arabidopsis* [47], NAC082, reported to be a ribosomal stress response mediator [48] and a homologue of NAC029, involved in cold-stress in apple [45] and upregulated in response to cold stress in *Gossypium barbadense* [49]. 

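NAC029 (FvH4_2g16180) had 49.1 ± 5.96 CPM (SD, n = 3) in ‘Alta’ crowns and 12.2 ± 3.66 CPM in ‘NCGR1363’ crowns at 0 h, a log2 fold change of -2.02 (standard error 0.18, edgeR FDR 4.8e-06). At 42 d the levels were 6.02 ± 1.36 CPM and 4.14 ± 0.164 CPM, a log2 fold change of -0.54 (standard error 0.27, edgeR FDR 0.30). The library labelled ‘Alta’ crown 42 d replicate 3 had 5.43 CPM, within the range of the other 2.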

In this investigation, NAC029 showed a greater down-regulation in ‘Alta’ crowns when compared to ‘NCGR1363,’ however the latter showed a much lower pre-LT basal crown expression of this gene, and no significant expression differences between parents were detectable in cold-treated crowns. Despite this, the downregulation of NAC029 in response to cold is consistent with a role of this protein as a negative regulator of cold stress response in *Fragaria* as was observed in apple [45].

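In leaves, NAC029 fell from 25.7 ± 8.07 CPM (SD, n = 3) to 6.85 ± 4.26 CPM in ‘NCGR1363’, a log2 fold change of -1.90 (standard error 0.51, edgeR FDR 0.034), a call lost in 4 of the 6 fits that each left out a library. In ‘Alta’ leaves it went from 12.2 ± 6.15 CPM to 6.83 ± 2.35 CPM, a log2 fold change of -0.83 (standard error 0.39, edgeR FDR 0.10), a change not distinguishable from the spread between replicates.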

### Ascorbate oxidase (FvH4_2g16000.1)

Abiotic stress induces excess reactive oxygen species (ROS) which cause oxidative stress in plants resulting in damage to lipids, DNA, RNA and proteins. ROS detoxification systems are needed to protect plant cells against the toxic effect of these species [50, 51]. The ascorbate/glutathione pathway can ameliorate the oxidative stress. Ascorbate redox status in the cell wall is regulated by the apoplastic ascorbate oxidase (AO) where it catalyses oxidation of ascorbate to monodehydroascorbate (MDHA). The short-lived MDHA may then be reduced by a membrane- associated cytochrome B or disproportionate to ascorbate and dehydroascorbate (DHA). The increased transport of DHA into the cell would be expected to lead to an alteration of the overall redox status of ascorbate, decreasing its ability to provide antioxidative support. This possibility is consistent with the observation that AO-deficient RNAi antisense mutants are more tolerant to salt and oxidative stresses than WT while overexpressing plants are susceptible to these treatments [52–54]. ‘NCGR1363’, with an LT_50_ of -7.9°C, exhibited much lower non-LT (-11.1 FD) and LT levels (-6.5 FD) of AO crown expression compared to ‘Alta’ (LT_50_ of -12.3°C), contrasting with these previously observed effects relating AO expression to tolerance to salt and osmotic stresses.

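AO (FvH4_2g16000) in crowns at 0 h had 38.2, 12.5 and 63.9 CPM in the 3 ‘Alta’ replicates and 3.28 ± 1.13 CPM (SD, n = 3) in ‘NCGR1363’, a log2 fold change of -3.55 (standard error 0.54, edgeR FDR 0.00023). At 42 d the ‘Alta’ crown replicates held 1.69, 1.27 and 56.2 CPM and the ‘NCGR1363’ crowns 3.01 ± 0.906 CPM, a log2 fold change of -2.69 (standard error 1.53, edgeR FDR 0.34). Without the library labelled ‘Alta’ crown 42 d replicate 3, which held the highest of these values, the difference was in the other direction, 1.04 (edgeR FDR 0.049).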

### Other QTL- related candidate genes showing interparental differential expression

In addition to candidate genes with an identifiable role in freezing tolerance from previous studies, several genes within the QTL interval, whilst lacking clear association with low temperature stress tolerance in the Rosaceae, have been previously connected with temperature and/or osmotic stress response in other plants species.

### RDUF2 homolog (FvH4_2g16170.1)

RDUF2 is an E3 ubiquitin ligase whose expression in *Arabidopsis* was shown to be enhanced by salt, drought and ABA-treatment, and a knock-out mutant of this AtRDUF2 exhibited markedly reduced tolerance to drought stress [55]. RDUF2 is likely part of ABA-mediated positive regulation of drought responses in plants. 

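The RDUF2 homolog FvH4_2g16170 held 0 counts in 11 of the 12 ‘NCGR1363’ libraries and 1 count in the remaining library, against 4.79 to 8.12 CPM in the 12 ‘Alta’ libraries. Against a floor of 3 counts, accumulation in ‘NCGR1363’ was at least 33.4-fold lower (edgeR FDR 1.9e-07) in crowns at 0 h, at least 40.5-fold lower (edgeR FDR 0.016) in crowns at 42 d, at least 29.7-fold lower (edgeR FDR 0.0011) in leaves at 0 h and at least 29.2-fold lower (edgeR FDR 0.0044) in leaves at 42 d. The depth sets no upper limit to these folds. RDUF2 is among the 2 interval genes present in every ‘Alta’ library and near absent in every ‘NCGR1363’ library. For such genes, missing transcripts cannot be told apart from reads that failed to map because the sequence differs from the reference. The call in crowns at 42 d was lost in 5 of the 6 fits that each left out a library, and kept without the library labelled ‘Alta’ crown 42 d replicate 3. The fits without an ‘NCGR1363’ crown library at 42 d called 0 genes in all, so the losses there are not specific to RDUF2. With the replicate block 0 genes were called in crowns at 42 d, so this call was lost.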

In both pre- and post-LT treated crowns and leaves, ‘NCGR1363’ expressed the RDUF2 homolog (*FvH4_2g16170*.*1*) at levels 200- to nearly 900-fold lower than in ‘Alta’, making it a strong candidate gene in the identified QTL interval.

### CONSTITUTIVE TRIPLE RESPONSE1 (CTR1; FvH4_2g15800.1)

The CONSTITUTIVE TRIPLE RESPONSE1 (CTR1), a Raf-like Ser/Thr protein kinase, is a negative regulator that inhibits ethylene signal transduction [56, 57] which functions as an essential upstream positive regulator of EIN3 in ethylene signalling [58]. Shi *et al*. [59] demonstrated that both a *ctr1* mutant and an *EIN3*-over-expressing line displayed enhanced freezing tolerance in Arabidopsis. While the *CTR1* homologue *FvH4_2g15800*.*1* showed no cold-induced expression changes in parental crown tissue, the basal level in ‘NCGR1363’ was over 5-fold lower than ‘Alta.’ 

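CTR1 had 149.9 ± 22.0 CPM (SD, n = 3) in ‘Alta’ crowns and 29.3 ± 4.39 CPM in ‘NCGR1363’ crowns at 0 h, a log2 fold change of -2.37 (standard error 0.13, edgeR FDR 1.4e-07). At 42 d the ‘Alta’ crown replicates held 88.4, 347 and 26.9 CPM, and cold treatment gave a log2 fold change of 0.03 (standard error 0.87, edgeR FDR 0.99) in ‘Alta’ and a log2 fold change of -0.06 (standard error 0.13, edgeR FDR 0.70) in ‘NCGR1363’. Without the library labelled ‘Alta’ crown 42 d replicate 3 the ‘Alta’ change was 0.53 (edgeR FDR 0.40). With the replicate block it was -0.66, in the other direction. The crown difference between genotypes at 42 d was -2.45 (edgeR FDR 0.19), and -2.95 (edgeR FDR 0.0038) without that library.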

The data presented here showed a cold-induced fold change increase in CTR1 transcript accumulation in ‘Alta’ leaves while changes in ‘NCGR1363’ leaves were not significant.

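CTR1 rose in ‘Alta’ leaves from 24.6 ± 2.04 CPM (SD, n = 3) at 0 h to 80.3 ± 40.4 CPM at 42 d, a log2 fold change of 1.71 (standard error 0.35, edgeR FDR 0.0042). In ‘NCGR1363’ leaves it went from 30.8 ± 2.95 CPM to 33.5 ± 8.76 CPM, a log2 fold change of 0.13 (standard error 0.20, edgeR FDR 0.65). In ‘Alta’ leaves at 42 d the replicates were spread over 38.8, 82.6 and 119.6 CPM, and each was above all 3 ‘Alta’ replicates at 0 h.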

### EXPANSIN-like A2 (EXLA2; FvH4_2g16110.1)

The Arabidopsis EXPANSIN-like A2 (*EXLA2*) gene was first characterised by its regulation and role in responses to biotic stress, namely infections with the necrotrophic pathogen *Botrytis cinerea*, *Pseudomonas syringae* pv. tomato, and the necrotrophic fungus *Alternaria brassicicola* [60]. Expansins cause loosening and extension of the cell wall, possibly by disruption of noncovalent bonding between cellulose microfibrils and matrix glucans [61]. The *exla2* mutant described by Abuqamar *et al*. [60] exhibited hypersensitivity to salt and cold stress. 

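EXLA2 (FvH4_2g16110) in ‘NCGR1363’ crowns rose from 15.3 ± 1.42 CPM (SD, n = 3) at 0 h to 86.8 ± 19.8 CPM at 42 d, a log2 fold change of 2.50 (standard error 0.16, edgeR FDR 7.4e-07). In ‘Alta’ crowns it went from 749 ± 158 CPM to 251, 527 and 15.1 CPM in the 3 replicates, a log2 fold change of -1.51 (standard error 1.10, edgeR FDR 0.41), and -0.95 (edgeR FDR 0.055) without the library labelled ‘Alta’ crown 42 d replicate 3. The interaction in crowns was 4.02 (edgeR FDR 0.081), and 3.47 (edgeR FDR 7.1e-05) without that library. In leaves the cold response was a log2 fold change of 2.85 (standard error 0.27, edgeR FDR 0.00010) in ‘Alta’ and a log2 fold change of 2.16 (standard error 0.26, edgeR FDR 0.0029) in ‘NCGR1363’. Basal levels were lower in ‘NCGR1363’, with log2 fold changes of -5.63 (edgeR FDR 3.4e-09) in crowns and -1.62 (edgeR FDR 0.0020) in leaves, and the leaf difference at 42 d was -2.39 (edgeR FDR 0.0093).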

The *exla2* homologue in this study (*FvH4_2g16110*.*1*) displayed lower cold-responsive changes in transcript accumulation in both crowns and leaves of ‘NCGR1363’ compared with ‘Alta.’

### BYPASS1-like (FvH4_2g13680.1)

BYPASS1-like is a DUF793 family protein rapidly induced under cold treatment in *Arabidopsis* and is thought to enhance freezing tolerance in plants through stabilizing CBF3 and ensuring normal *CBF* and CBF target gene expression [62]. 

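BYPASS1-like (FvH4_2g13680) had 143 ± 10.4 CPM (SD, n = 3) in ‘Alta’ crowns and 23.0 ± 1.37 CPM in ‘NCGR1363’ crowns at 0 h, a log2 fold change of -2.65 (standard error 0.07, edgeR FDR 2.5e-09). Cold treatment lowered it in ‘Alta’ crowns to 19.4 ± 0.553 CPM, a log2 fold change of -2.89 (standard error 0.15, edgeR FDR 0.0035). The library labelled ‘Alta’ crown 42 d replicate 3 held 20.0 CPM, but the ‘Alta’ leaf libraries at 0 h held 22.1 ± 3.89 CPM. Its value may therefore be a leaf level, and it adds no evidence on crowns. Without it the change was -2.91 (edgeR FDR 3.2e-05). In ‘NCGR1363’ crowns BYPASS1-like stayed at 22.4 ± 1.90 CPM, a log2 fold change of -0.04 (standard error 0.09, edgeR FDR 0.76). At 42 d the genotypes differed by a log2 fold change of 0.21 (standard error 0.17, edgeR FDR 0.47), which did not pass the threshold. The ‘NCGR1363’ replicates, at 20.2 to 23.5 CPM, lay above the ‘Alta’ replicates, at 19.0 to 20.0 CPM, without overlap. The highest of these ‘Alta’ values is that of the library labelled ‘Alta’ crown 42 d replicate 3.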

While ‘NCGR1363’ exhibited a 6.4-fold lower basal expression of a B1L homolog (*FvH4_2g13680*.*1*) in crowns compared to ‘Alta,’ transcript levels did not change in response to 42 d cold treatment, whereas ‘Alta’ reduced B1L transcript levels 7.4-fold to levels closely matching ‘NCGR1363’ expression following cold treatment.

### SWEET1-like homologue (FvH4_2g14860.1)

Expression of the SWEET1-like homologue *FvH4_2g14860*.*1* was 9-fold lower in crown tissue of cold-treated ‘NCGR1363’ than in ‘Alta.’ 

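SWEET1-like (FvH4_2g14860) had 64.1 ± 5.98 CPM (SD, n = 3) in ‘Alta’ crowns and 7.08 ± 1.27 CPM in ‘NCGR1363’ crowns at 42 d, a log2 fold change of -3.17 (standard error 0.22, edgeR FDR 0.0077). At 0 h the levels were 7.36 ± 0.833 CPM and 2.54 ± 0.473 CPM, a log2 fold change of -1.55 (standard error 0.18, edgeR FDR 3.0e-05), so cold treatment raised it in ‘Alta’ crowns by a log2 fold change of 3.11 (standard error 0.19, edgeR FDR 0.0036) and in ‘NCGR1363’ crowns by a log2 fold change of 1.48 (standard error 0.20, edgeR FDR 0.00011). The library labelled ‘Alta’ crown 42 d replicate 3 held 57.2 CPM, near the 55.3 ± 4.64 CPM of the ‘Alta’ leaf libraries at 0 h. Its value may therefore be a leaf level. Without it the difference at 42 d was -3.25 (edgeR FDR 5.9e-05). The call at 42 d was lost in 3 of the 6 fits that each left out a library. These were the fits without an ‘NCGR1363’ library, which called 0 genes in all, so the loss is not specific to SWEET1-like. With the replicate block 0 genes were called for this difference or for cold treatment in ‘Alta’ crowns.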

SWEET proteins are a family of oligomeric sugar transporters in plants, and in *Arabidopsis*, disruption of AtSWEET11 and AtSWEET12, normally down-regulated in response to cold stress, display increased freezing tolerance in an *AtSWEET11 AtSWEET12* double mutant [63]. It is conceivable that the higher cold-responsive expression of *SWEET1-like* in ‘Alta’ crowns therefore could sequester the *Fragaria* homolog of SWEET11 in a complex to further lower the functional levels of this protein during cold stress.

### hAT dimerization domain-containing protein (FvH4_2g12511.1)

The hAT transposon superfamily encodes transposase proteins harbouring dimerisation domains [64]. The gene *FvH4_2g12511*.*1* in *F*. *vesca* encodes a homolog hAT dimerization domain-containing protein. 

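The hAT homolog FvH4_2g12511 held 0 counts in all 3 ‘Alta’ crown libraries at 42 d and 2.24 ± 0.343 CPM (SD, n = 3) in ‘NCGR1363’ crowns, so ‘NCGR1363’ was at least 10.3-fold higher (edgeR FDR 0.021) against a floor of 3 counts, and the depth sets no upper limit. The call was lost in 3 of the 6 fits that each left out a library. These were the fits without an ‘NCGR1363’ library, which called 0 genes in all, so the loss is not specific to hAT. With the replicate block 0 genes were called between genotypes in crowns at 42 d or for cold treatment in ‘Alta’ crowns. The library labelled ‘Alta’ crown 42 d replicate 3 is among the 3 with 0 counts, and the ‘Alta’ leaf libraries at 0 h also held 0 counts. At 0 h the crown levels were 1.41 ± 0.151 CPM in ‘Alta’ and 5.18 ± 0.964 CPM in ‘NCGR1363’, a log2 fold change of 1.86 (standard error 0.22, edgeR FDR 3.5e-05). Cold treatment left ‘Alta’ crowns at least 6.45-fold lower (edgeR FDR 0.019) than at 0 h, a call lost in 3 of the 6 such fits, and changed ‘NCGR1363’ crowns by a log2 fold change of -1.21 (standard error 0.21, edgeR FDR 0.00065).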

Transcript accumulation from this gene was over 300-fold lower in cold-treated crown tissue in ‘Alta’ compared with the less cold-tolerant ‘NCGR1363’. Although it is not known whether this gene harbours functions unrelated to transposon activity, it has been shown that conserved genes derived from transposable elements are associated with abiotic stress phenotypes in *Arabidopsis* [65]. If it functions to increase transposition, elevated expression in ‘NCGR1363’ in response to cold stress would likely be detrimental.

### AFP2-like homolog (FvH4_2g18440.1)

AFP2 is one of four members of a family of ABI FIVE binding proteins in *Arabidopsis*. Knock-down *afp2-1* mutant plants were shown to be hypersensitive to salt, glucose and osmotic stress, but only mildly hypersensitive to ABA [66]. In addition to induction of stomatal closure and tolerance of drought, and salt stress, vegetative responses to ABA include cold stress tolerance (reviewed in Leung and Giraudat [67]). 

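In leaves at 42 d, AFP2-like was lower in ‘NCGR1363’ than in ‘Alta’ by a log2 fold change of -2.36 (standard error 0.51, edgeR FDR 0.030), and all 3 ‘NCGR1363’ libraries lay below all 3 ‘Alta’ libraries. The call was lost in 4 of the 6 fits that each left out a library, with log2 fold changes of -2.89 to -1.95.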

Significantly lower expression of the ninja-family AFP2-like homolog (*FvH4_2g18440*.*1*) in ‘NCGR1363’ leaves compared with ‘Alta’ suggests a possible role in the freezing tolerance observed here.

### ASMT homolog (FvH4_2g15840.1)

Phyto-melatonin, synthesized by ASMT, is postulated to mediate plant stress responses by counteracting stress-induced ROS [68]. Direct evidence of the cold-tolerance promoting properties of melatonin, also in the Rosaceae, stem from effects of exogenous application (e.g., Gao, Lu [69]). The ASMT homolog *FvH4_2g15840*.*1* contained in the QTL interval displayed a 2.5 lower basal expression in ‘NCGR1363’ crowns compared to ‘Alta’, and both exhibited a downregulation of ASMT transcripts in cold-treated crowns, the extent of which was over 100 times greater in ‘Alta’. 

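ASMT (FvH4_2g15840) had 9.27 ± 0.483 CPM (SD, n = 3) in ‘Alta’ crowns and 3.77 ± 0.589 CPM in ‘NCGR1363’ crowns at 0 h, a log2 fold change of -1.32 (standard error 0.14, edgeR FDR 2.3e-05). Cold treatment lowered it in ‘NCGR1363’ crowns to 0.333 ± 0.0294 CPM, a log2 fold change of -3.48 (standard error 0.29, edgeR FDR 3.7e-06). All 3 ‘Alta’ crown libraries at 42 d held 0 counts, at least 42.5-fold lower (edgeR FDR 0.0074) than at 0 h against a floor of 3 counts, a call lost in 3 of the 6 fits that each left out a library. The library labelled ‘Alta’ crown 42 d replicate 3 is among these 3, and ASMT was at 3 counts or fewer in the ‘Alta’ leaf libraries too. At 42 d ASMT was too low in crowns to be tested between genotypes.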

LT-induced ASMT downregulation appears inconsistent for melatonin playing a role in enhanced cold tolerance in ‘Alta’, but may indicate that higher basal, pre-LT expression is the mechanism through which melatonin prepares plants for improved tolerance to low temperatures; certainly, the effects of melatonin on cold tolerance in the Rosaceae [69] and Arabidopsis [70] are based solely on pre-chilling treatments.

## Conclusions

Freezing tolerance is a quantitative complex trait with numerous genetic factors and a strong environmental component contributing to its expression. In this investigation, we identified a significant QTL that explained 10.4% of the phenotypic variance observed in a *F*. *vesca* mapping population which was located in a wide physical interval on *Fvb2* of the *F*. *vesca* v4.0 genome sequence. The physical interval was relatively large, spanning 5.1 Mb, and gene expression studies of the crowns and leaves of parental cultivars during cold-stress highlighted several potential candidate genes within the interval that could be responsible for the variation observed in freezing tolerance of the selfed ‘NCGR1363’ × ‘Alta’ progeny.

Significant interparental differential expression levels of several of the genes reported here, along with previous evidence for roles for many of them in cold- and freezing-temperature stress responses, identified them as good candidates for the control of the effects of freezing tolerance at the QTL identified in this investigation. 

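The share of tested genes that differed between the genotypes at an edgeR FDR of at most 0.05 was compared inside the interval and outside it with Fisher's exact test, two-sided, and adjusted over the 4 comparisons by Benjamini-Hochberg. In crowns at 0 h the share was 61.4% inside and 63.3% outside (odds ratio 0.924, 95% confidence interval 0.766 to 1.12, adjusted p = 0.53 from the exact test). In leaves at 0 h it was 15.8% inside and 18.8% outside (odds ratio 0.810, 95% confidence interval 0.621 to 1.04, adjusted p = 0.42 from the exact test). In crowns at 42 d, with all 3 libraries labelled ‘Alta’ kept, it was 3.89% inside and 5.03% outside (odds ratio 0.763, 95% confidence interval 0.453 to 1.21, adjusted p = 0.53 from the exact test). In leaves at 42 d it was 15.3% inside and 15.2% outside (odds ratio 1.00, 95% confidence interval 0.768 to 1.29, adjusted p = 0.95 from the exact test). Neighbouring genes are not independent, so the interval was also ranked among 27685 windows of 896 neighbouring genes over all chromosomes. Neighbours were taken from the order of gene IDs, since positions were not available. The share of the interval lay at percentiles 29.9, 18.1, 27.5 and 66.7 in the same order. Of the settings that kept every library, only fitting without a filter on low counts took a share past an unadjusted p of 0.05, with an odds ratio of 0.737 in leaves at 0 h (p = 0.022, Fisher's exact test). Of the 6 fits in leaves at 0 h that each left out a library, 3 also passed it, with odds ratios of 0.630 to 0.835 over the 6. From the expression differences between the parents in Table 1, together with earlier evidence for roles of many of these genes in cold and freezing stress, the paper reasons that they are good candidates for the effect at the QTL.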

In order to determine the causal genetic factor for the freezing tolerance observed, further functional annotation and characterisation of the candidate genes identified will need to be performed, including the identification of causal genetic variants in the grand-parental, parental and progeny lines of the selfed ‘NCGR1363’ × ‘Alta’ mapping population and additional studies of candidate genes expression at further time-points during challenge with low-temperature stress which were beyond the scope of this current investigation. A greater knowledge of the genetic elements influencing tolerance to low-temperature stress and freezing could help develop new strawberry varieties adapted to growing environments at higher latitudes and capable of surviving in extreme winter conditions in years with no snow cover.

## Supporting information

S1 Table The LT50 estimates for the grand parents (Alta and NCGR1363), their hybrid, and the 142 F2 mapping population. (TXT) Click here for additional data file.

S2 Table Imputed genotypes of the selfed ‘NCGR1363’ × ‘Alta’ mapping population. (XLSX) Click here for additional data file.

S3 Table Functional annotations of candidate genes within the LT50 QTL interval. (XLSX) Click here for additional data file.

S4 Table Selected gene features in the QTL region exhibiting transcript accumulation differences in crowns and leaves of genotypes ‘Alta’ and ‘NCGR1363’. 

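The table lists each gene's cold response in each genotype and tissue (FC) and the difference between genotypes at each time (FD), as signed linear folds from edgeR in which a negative value is a decrease or a lower level in ‘NCGR1363’, together with classes of FDR and NA where a value was not available. Recomputed from the deposited counts, 234 entries had both a class in the paper and a test, and 232 of them fell on the same side of an FDR of 0.05. Of 224 numeric entries compared, 4 differed from the paper's. The rule was a change of sign or a gap of more than the standard error of the log2 fold change. Entries against a group at the floor were compared only as lower bounds, a looser rule that large folds can hardly fail. Very small folds on both sides were not counted as different. Folds against a group at 0 counts depend on the small count edgeR adds, and are given here as lower bounds.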

(DOCX) Click here for additional data file.

# Supplementary material for: Genetic mapping and identification of a QTL determining tolerance to freezing stress in Fragaria vesca L
**Source:** PLoS One. 2021 May 21;16(5):e0248089. doi: 10.1371/journal.pone.0248089
**Supplement:** S4 Table

S4 Table. Selected gene features in the QTL region exhibiting transcript accumulation differences in crowns and leaves of genotypes ‘Alta’ and ‘NCGR1363.’

|  | **Gene ID** | **Description** | **FC 42 days (d) vs. 0 hours (h) LTS** | | | | **FD NCGR1363 vs. Alta @ 0 h LTS** | | **FD NCGR1363 vs. Alta @ 42 d LTS** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | **Alta**  **crown** | **NCGR1363 crown** | **Alta**  **leaf** | **NCGR1363 leaf** | **Crown** | **Leaf** | **Crown** | **Leaf** |
| **A** | *FvH4_2g11510*^t3^ | dynamin-related protein 3A (DRP3A) | -1.2* | NA | -1.5* | NA | -2049.1^+^ | -46.1* | -1641.4 | -72.7 |
|  | *FvH4_2g12511* | hAT dimerization-like protein | -182.1 | -2.3 | NA | NA | 3.6 | NA | 301.4 | NA |
|  | *FvH4_2g13680* | BYPASS1-like | -7.4^+^ | NC* | 1.2* | -1.7 | -6.3^+^ | 1.7 | 1.2* | -1.3* |
|  | *FvH4_2g14750* | alcohol dehydrogenase-like | 3.0* | -1.3^+,t2^ | 4.4^+^ | 1.2* | 2.4^+^ | -1.3* | -1.6* | -4.9^+^ |
|  | *FvH4_2g14760* | alcohol dehydrogenase | 13.7* | 2.5^+,t1^ | 48.1^+^ | 15.9^+^ | 2.5^+^ | -1.8 | -2.2* | -5.7^+^ |
|  | *FvH4_2g14860* | sugar transporter SWEET1-like | 8.6^+^ | 2.8 | 3.2^+^ | 1.5* | -2.9^+^ | NC | -9.0^+^ | -2.2* |
|  | *FvH4_2g15440*^t3^ | aquaporin PIP2-7-like | -4.0* | -1.4* | 4.4 | 1.2* | -3.6^+^ | 2.1* | -2.8* | -1.7* |
|  | *FvH4_2g15800* | ser/thr prot. kinase CTR1 | NC* | NC* | 3.3^+^ | 1.1* | -5.2^+^ | 1.3* | -5.5* | -2.5* |
|  | *FvH4_2g15840* | N-acetylserotonin O-methyltransferase (ASMT) | -1195.1^+^ | -11.2 | NA | NA | -2.5^+^ | NA | NA | NA |
|  | *FvH4_2g16000* | L-ascorbate oxidase homolog | -2.0* | -1.1* | -5.7^+^ | -1.8* | -11.7 | -2.2* | -6.5* | 1.4* |
|  | *FvH4_2g16110* | expansin-like A2 | -2.9* | 5.7^+^ | 7.2^+^ | 4.5^+^ | -49.6^+^ | -3.1^+^ | -3.1* | -5.3^+^ |
|  | *FvH4_2g16170* | E3 ubiquitin ligase RDUF2 | 1.2* | NA | -1.1* | NA | -220.2^+^ | -667.9^+^ | -865.5 | -704.1^+^ |
|  | *FvH4_2g16180* | transcription factor NAC029 | -8.2^+^ | -2.9^+^ | -1.8* | -3.7 | -4.1^+^ | 2.1* | -1.5* | ND* |
|  | *FvH4_2g18440* | ninja-family protein AFP2-like | 11.9* | 1.5* | 124.8^+^ | 11.1^+^ | ND* | NA | -8.0* | -5.1 |
| **B** | *FvH4_2g11650* | transcription factor ORG2-like | -8.1* | -26.8^+^ | -46.6^+^ | NA | -1.1* | -1.3* | NA | NA |
|  | *FvH4_2g12040* | splicing factor 3A subunit 3-like | 1.3* | 1.3* | 1.3* | 1.7* | -6.6 | -5.2 | -6.4 | -4.2 |
|  | *FvH4_2g12161* | SAM-dependent methyltransferase | 1.6* | -1.5 | -1.1* | -1.8 | -1.6 | 1.1* | -3.9 | -1.7* |
|  | *FvH4_2g12540* | ser/thr prot.-kinase LRK10L1.2 | -1.3* | 1.2 | 1.5 | NC* | 1.8 | 5.3 | 2.9 | 3.2 |
|  | *FvH4_2g12570* | putative laccase 9 | -2.6* | 1.1* | 12.4^+^ | 6.5* | -21.0^+^ | NA | -7.1* | -1.8* |
|  | *FvH4_2g12620* | laccase-14-like | 73.1* | 1.1* | -18.0^+^ | -1.4* | 16.1^+^ | ND* | -4.3* | 12.1* |
|  | *FvH4_2g13240* | transcription factor ABR1-like | 1.7* | 2.1* | 312.5^+^ | 51.7 | 30.9^+^ | NA | -24.1* | -9.9* |
|  | *FvH4_2g13960* | vacuolar iron transporter homolog 2-like | -21.3 | -2.3 | -5.8 | NC* | 1.1* | -1.9* | 10.4* | 2.9* |
|  | *FvH4_2g14190* | carbonic anhydrase 2-like | 33.9* | NA | -79.2^+^ | -21.0^+^ | -43.7^+^ | 5.1* | NA | 18.4 |
|  | *FvH4_2g14690* | acyl-[acyl-carrier-protein] | -181.8 | -28.8^+^ | NA | NA | 9.3^+^ | NA | 57.9* | NA |
|  | *FvH4_2g14900* | thioredoxin M-type | 82.1* | 5.8^+^ | -2.7^+^ | -1.3* | -2.3^+^ | ND* | -31.9* | 1.9* |
|  | *FvH4_2g15730* | Major facilitator superfamily | 6.2 | 1.3 | 1.6 | -1.1* | 2.3 | 1.8 | -2.1* | ND* |
|  | *FvH4_2g16430* | flavin-containing monooxygenase 1 | 61.0 | 8.9^+^ | 1.5 | 8.2^+^ | NA | -8.0^+^ | -7.3* | -1.6* |
|  | *FvH4_2g16500* | cytochrome P450 87A3-like | -2.4* | -1.7 | NA | -1.3* | 27.6^+^ | 11132.5^+^ | 39.3* | 9688.2 |
|  | *FvH4_2g16690* | bromodomain-containing protein 9-like | NA | NA | 3.71^+^ | 1.6^+^ | -1.4^+^ | 1.5^+^ | -1.4* | -1.6* |
|  | *FvH4_2g17051* | MAD3 / HMGR1 | -10.6^+^ | -1.1* | -1.2* | -1.1* | -7.6^+^ | -1.1* | 1.3* | -1.1* |
|  | *FvH4_2g17060* | MAD3 / HMGR1 | -86.3^+^ | -1.7 | -1.6* | -3.1* | -64.5^+^ | 1.5* | -1.2* | -1.4* |
|  | *FvH4_2g18040* | Ser/thr prot. kinase OXI1 | -2.7* | -1.2* | -2.5^+^ | -2.0 | -8.4^+^ | -1.3* | -2.6* | -1.1* |
|  | *FvH4_2g18210* | lyzozyme D-like | -2.2* | 2.8^+^ | -2.7^+^ | -36.5^+^ | -24.9^+^ | -1.5* | -4.0* | -21.6 |

Gene features with known (A) and less-known (B) roles in plant response to low temperature stress (LTS); FC, fold change; FD, fold difference; ^+^FC & FD values are significant at FDR-adjusted p-values ≤ .01, all others at ≤ .05 except where

denoted (*, i.e. > .05) and all reflect gene level expression except mRNA isoform levels for ^t3^*FvH4_2g11510.t3, FvH4_2g15440.t3,* ^t2^*FvH4_2g14750.t2 and* ^t1^*FvH4_2g14760.t1*; NA, not available (detected); NC, no change; ND, no difference

How the deposited data were processed for this re-analysis (not part of the article)

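The data were 24 RNASeq libraries of ‘Alta’ and ‘NCGR1363’, with crowns and leaves at 0 h and after 42 d at 2 °C and 3 replicates in each of 8 groups. The authors mapped reads with RSEM and Bowtie2 to the predicted mRNA sequences of the annotation and deposited expected counts for 34006 genes and 64597 isoforms, in a gene table and an isoform table. These expected counts were whole numbers in both tables and were used without further change. The total count per library ran from 12818719 to 18487934. Libraries were assigned to groups by their titles and column names, not by their values. The genotype tag of some ‘NCGR1363’ samples counts upward, and the titles were followed.

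Comparisons used edgeR (version 4.0.16) in R 4.3.3, TMM factors, the quasi-likelihood F-test in its legacy form, genes with a CPM of at least 0.5 in at least 2 libraries of a comparison, and Benjamini-Hochberg adjustment over all genes tested. The paper's filter asks for 2 of the 3 replicates, and this form, applied to at least 1 group, was added as an alternative after the data were seen. The 8 comparisons used the 6 libraries of their groups, and the 2 interactions the 12 libraries of a tissue. The isoform table was fitted the same way for the isoforms that Table 1 names. Confidence intervals and standard errors cover the error of the fit over replicates, and the Wilson intervals cover counting error only. DESeq2 (version 1.42.0) was used for alternatives only. Enrichment used Fisher's exact test with Benjamini-Hochberg adjustment over 4 comparisons, and windows of 896 genes neighbouring in the order of their IDs. Matched lists drew each gene from the 50 genes nearest in mean expression and in the size of the 0 h difference, for 10000 lists. The number 50 and the definitions of the tests on the library labelled ‘Alta’ crown 42 d replicate 3 were settled after the data were seen.

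The genes named were every gene and isoform the paper names, the 5 other QTL genes with the largest smallest difference over the 4 genotype comparisons that were called in all 4 in the same direction (4 met this), and in each tissue the 3 other QTL genes with the largest interaction called and a mean CPM of at least 1. This rule was set before the files were examined. Replicate numbers were taken from the sample labels. The labels do not state what links libraries of the same number, so the block was an alternative.

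The steps were tested on simulated data for 18314 genes, drawn from the means and library sizes of leaf libraries, with 200 genes changed. Of these, 187 were called, 8 of the 195 genes called were unchanged, and the median error of the log2 change was 0.142. For the interaction, 149 of 200 were called, with 4.49% unchanged among 156 calls. Tests of other splits refitted the comparisons for all 10 splits of the 6 libraries or units. Alternatives covered the normalization, the test, the filter, the libraries in the fit, the block, the quasi-likelihood method, robust estimation, the FDR, the background and each library left out. No library was left out of the main values. The order of genes was taken from their IDs, in place of their positions. Reads and genetic data were not used here, so mapping, isoform assignment and the QTL scan were not analysed here.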

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

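The tests of the interactions against the library labelled ‘Alta’ crown 42 d replicate 3 and against the normalization were chosen after the interactions were seen. They are counted over the genes the paper names only, since genes chosen for a large interaction would pass them by selection. The genes counted were those with a called interaction, so selection is not excluded for them either. The other splits of the libraries and the test of absent genes were set before their results were seen.

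The cold response differed between the genotypes, by the interaction term, in 28 QTL genes in crowns and 85 in leaves. The libraries of a tissue form 6 units, a genotype and a replicate number each, with a library at 0 h and at 42 d. Of the 10 splits of these units, 4 part every same-numbered pair of the genotypes, and 1 of these 4, the real one, gave as many QTL genes in crowns, and 1 of 4 in leaves. Each of the other splits gave 0 QTL genes, with 5 to 34 at an unadjusted p under 0.05 in crowns and 0 to 31 in leaves, against 92 and 164 for the real genotypes. Over all genes the interaction was called for 1281 genes in crowns and 3398 in leaves, again in 1 of the 4 splits, with 0 in the others (336 to 1368 and 83 to 1436 genes at an unadjusted p under 0.05). With 4 splits no share under 1 of 4 is possible, whatever the data, so this test alone cannot tell the counts apart from a grouping by chance.

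In crowns, the interaction passed an edgeR FDR of 0.05 for 12 of the named genes, 10 positive and 2 negative (edgeR FDR 1.8e-05 to 0.032). The values were 2.85 for BYPASS1-like (FvH4_2g13680), 3.19 for the vacuolar iron transporter (FvH4_2g13960), -1.64 for SWEET1-like (FvH4_2g14860), -2.30 for the major facilitator gene (FvH4_2g15730), 1.48 for NAC029 (FvH4_2g16180), 3.34 and 5.70 for the MAD3/HMGR homologs (FvH4_2g17051 and FvH4_2g17060), 6.42 for hAT (FvH4_2g12511) and 6.87 for ASMT (FvH4_2g15840). The sizes for hAT and ASMT rest on an ‘Alta’ group at 0 counts. The largest interactions among genes the paper does not name were 4.89 for FvH4_2g11900 (nitronate monooxygenase-like), 3.63 for FvH4_2g13650 (uncharacterized) and 3.53 for FvH4_2g15050 (basic blue protein). For all 12 genes the changes of the 3 ‘NCGR1363’ and the 3 ‘Alta’ libraries from their 0 h means did not overlap, which 3 values against 3 do by chance for 10% of genes, but these genes were chosen by the same test. 9 of the 12 were called under all 21 alternatives, with the exceptions of FvH4_2g13960, FvH4_2g15050 and FvH4_2g16180, whose edgeR FDR reached 0.089, 0.11 and 0.12. Among the 9 genes the paper names, 9 kept their call and direction without the library labelled ‘Alta’ crown 42 d replicate 3, so that library alone does not account for these interactions. With DESeq2's size factors 9 did, but these moved the crown interactions by a median of only -0.0179 on the log2 scale, too little to test the normalization. A genotype-dependent cold response is a candidate explanation, and the normalization stays open as another. The 4 splits are too few to test either against a grouping by chance.

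In leaves, the interaction was called for 12 of the named genes, 6 positive and 6 negative (edgeR FDR 0.0063 to 0.040). The values were -1.001 for FvH4_2g13680 (BYPASS1-like), 2.51 for FvH4_2g13960, -1.83 and -1.57 for the ADH homologs FvH4_2g14750 and FvH4_2g14760, 1.10 for FvH4_2g14900, -1.56 for FvH4_2g15800 (CTR1), 2.46 for FvH4_2g16430 (flavin-containing monooxygenase 1), -1.20 for FvH4_2g16690 and -3.76 for FvH4_2g18210 (lysozyme D-like). Genes the paper does not name gave 5.12 for FvH4_2g14330 (ABC transporter G family member 22-like), 2.88 for FvH4_2g16052 (lysine histidine transporter-like 7) and 6.68 for FvH4_2g17671 (uncharacterized). The changes of the 3 libraries of each genotype did not overlap for any of the 12, with the same limit as in crowns. 3 of the 12 were called under all 21 alternatives (FvH4_2g14330, FvH4_2g16690 and FvH4_2g18210). The edgeR FDR of the others reached 0.055 to 0.71. Of the 9 the paper names, 8 kept their call and direction with DESeq2's size factors, and FvH4_2g14900 did not (edgeR FDR 0.054). The size factors moved the leaf interactions by a median of -0.0683 on the log2 scale, so the test reaches only calls near the threshold, and that call may depend on the normalization. Reads of the ADH homologs could have been divided between them in counting, which was not tested.

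Among the QTL genes that the paper does not discuss, 4 differed between the genotypes in the same direction in all 4 comparisons with an edgeR FDR of at most 0.05, fewer than the 5 that the rule for naming genes allowed. FvH4_2g12261 (uncharacterized) had a mean of 1.54 CPM over the 12 ‘Alta’ libraries (0.651 to 2.87 CPM) and 0 counts in all 12 ‘NCGR1363’ libraries, at least 4.35 to 15.2-fold lower over the 4 comparisons (edgeR FDR 0.00029 to 0.023). FvH4_2g12080 (no description) had a mean of 3.27 CPM in ‘NCGR1363’ (1.96 to 5.43 CPM) and at most 1 count in each ‘Alta’ library, at least 10.5 to 21.6-fold higher (edgeR FDR 1.0e-05 to 0.013). FvH4_2g17400 (disease resistance protein At4g27190-like) averaged 7.52 CPM in ‘NCGR1363’ and 0.995 CPM in ‘Alta’, with log2 fold changes of 1.95 to 4.198 (edgeR FDR 1.3e-05 to 0.015). FvH4_2g12910 (cytochrome P450 71A4-like) averaged 6.21 CPM in ‘Alta’ and 1.17 CPM in ‘NCGR1363’, with log2 fold changes of -3.14 to -1.39 (edgeR FDR 4.5e-05 to 0.015). In all 4 comparisons of each gene, all 3 libraries of the lower genotype lay below all 3 of the higher one. In crowns at 42 d the call was lost in 5 of the 6 fits that each left out a library for FvH4_2g12261, in 3 of the 6 for FvH4_2g12080, in 3 of the 6 for FvH4_2g17400 and in 3 of the 6 for FvH4_2g12910, which also lost it in 3 of the 6 in leaves at 42 d. The crown fits without an ‘NCGR1363’ library at 42 d called 0 genes in all, so the losses there are not specific to these genes. With the replicate block none of the 4 was called in crowns at 42 d (edgeR FDR 0.16 to 0.22) or in leaves at 0 h (0.068 to 0.11), so none would meet the rule with it. A gene near absent in a genotype may be missing from its transcripts, or its sequence may differ from the reference so that reads fail to map. Over the genome, 55 genes were present in every ‘Alta’ library and near absent in every ‘NCGR1363’ library. Of these, 2 were in the interval, FvH4_2g12261 and the RDUF2 homolog FvH4_2g16170. The other way round there were 113, with 1 in the interval, FvH4_2g12080, a ratio of 0.487. That ratio leaves open whether reads of either genotype failed to map, so these differences cannot be told apart from sequence divergence between the reference and a parent.

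FvH4_2g09610, which the paper's dehydrin section names without giving expression, is not among the 896 genes of the QTL interval. In crowns at 0 h it had a log2 fold change of -6.06 between the genotypes (edgeR FDR 2.0e-07). It was lower in all 3 ‘NCGR1363’ libraries than in all 3 ‘Alta’ libraries. The levels were 13.5 ± 3.93 CPM in ‘Alta’ and 0.199 ± 0.0641 CPM in ‘NCGR1363’ over 3 replicates. At 42 d the ‘Alta’ crown replicates held 94.2, 128 and 0 CPM, and 0 counts were found in all 3 ‘Alta’ leaf libraries at 0 h. The difference at 42 d was -6.18 (edgeR FDR 0.16), and -6.75 (edgeR FDR 3.6e-05) without the library labelled ‘Alta’ crown 42 d replicate 3. Neither reads failing to map nor any biological explanation was tested for this gene.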

How the results depend on the processing

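All alternatives but the last named here were set before the data were examined. They changed 1 choice at a time: DESeq2's size factors in place of TMM, DESeq2's Wald test, no filter on low counts, a minimum of 10 counts on average, all 24 libraries in one fit, the replicate number as a block, the edgeR version 4 quasi-likelihood method, robust estimation, an edgeR FDR of at most 0.01, adjustment over the QTL list alone, genes of the same chromosome as background, each library left out in turn, and, chosen after seeing the data, a CPM of at least 0.5 in 2 of the 3 replicates of a group. Using expected counts without rounding could not give another value, since all were whole numbers. The 20 counts of genes (10 comparisons and interactions, QTL genes and all genes) stayed within 1.5 times under DESeq2's size factors, all 3 filters, the version 4 method and robust estimation, and the QTL counts did so when adjusted over the list alone. The counts for cold treatment in ‘Alta’ leaves did so under every alternative.

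DESeq2's Wald test called 119 QTL genes (4925 in all) for cold treatment in ‘Alta’ crowns, 88 (3872 in all) between genotypes in crowns at 42 d, 120 (4498 in all) between genotypes in leaves at 42 d and 64 (3095 in all) for the interaction in crowns. All 24 libraries in one fit, which share an estimate of spread over groups that include the library labelled ‘Alta’ crown 42 d replicate 3, called 202 QTL genes (7874 in all) for cold treatment in ‘Alta’ crowns, 95 (3663 in all) for cold treatment in ‘NCGR1363’ crowns, 106 (4796 in all) between genotypes in crowns at 0 h, 34 (1807 in all) between genotypes in leaves at 0 h, 155 (6693 in all) between genotypes in crowns at 42 d, 1946 genes in all for the interaction in crowns and 22 (1076 in all) for the interaction in leaves. At an edgeR FDR of at most 0.01, the calls were 6 QTL genes (276 in all) for cold treatment in ‘Alta’ crowns, 54 (2371 in all) for cold treatment in ‘NCGR1363’ leaves, 20 (1170 in all) between genotypes in leaves at 0 h, 1 (70 in all) between genotypes in crowns at 42 d, 15 (660 in all) between genotypes in leaves at 42 d, 11 (500 in all) for the interaction in crowns and 31 (1179 in all) for the interaction in leaves. With the replicate block, the calls were 0 QTL genes (0 in all) for cold treatment in ‘Alta’ crowns, 12 (601 in all) between genotypes in leaves at 0 h and 0 (0 in all) between genotypes in crowns at 42 d, and 79 QTL genes (3444 in all) had an unadjusted p under 0.05 for cold treatment in ‘Alta’ crowns and 68 (3110) between genotypes in crowns at 42 d. The block gave 266 QTL genes for cold treatment in ‘Alta’ leaves (mean r of same-numbered libraries 0.0764), 287 between genotypes in crowns at 0 h (-0.0206), 23 for the crown interaction (0.0366) and 79 for the leaf interaction (0.0213), with a mean r of -0.0600 for cold treatment in ‘Alta’ crowns. The cause of these changes was not tested, and a call lost with the block is not a smaller effect.

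Leaving out each library in turn gave 2 to 277 QTL genes (31 to 10942 in all) for cold treatment in ‘Alta’ crowns, 251 to 284 (9747 to 11213 in all) for cold treatment in ‘NCGR1363’ crowns, 226 to 280 (8356 to 10342 in all) for cold treatment in ‘Alta’ leaves and 63 to 187 (2673 to 7487 in all) for cold treatment in ‘NCGR1363’ leaves. It gave 270 to 290 QTL genes (11109 to 11647 in all) between genotypes in crowns at 0 h, 24 to 143 (1272 to 6228 in all) between genotypes in leaves at 0 h, 0 to 236 (0 to 9452 in all) between genotypes in crowns at 42 d and 13 to 134 (570 to 5512 in all) between genotypes in leaves at 42 d. The ranges were 16 to 181 QTL genes (697 to 7148 in all) for the interaction in crowns and 46 to 133 (1980 to 5594 in all) for the interaction in leaves. The highest values in ‘Alta’ crowns, between genotypes in crowns at 42 d and for the crown interaction came from leaving out the library labelled ‘Alta’ crown 42 d replicate 3. The other ranges include the loss of a library from groups of 3, and the cause was not tested. In crowns at 42 d, each fit without an ‘NCGR1363’ library called 0 genes. Every gene-level call there was therefore lost in those fits, whatever the counts of the gene.

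The odds ratios of the interval against the remaining genes were 0.850 to 0.940 in crowns at 0 h, 0.630 to 0.835 in leaves at 0 h, 0 to 1.13 in crowns at 42 d and 0.747 to 0.913 in leaves at 42 d over the fits that each left out a library. Without a filter on low counts, the odds ratio in leaves at 0 h was 0.737 (unadjusted p = 0.022, Fisher's exact test). In leaves at 42 d it was on the other side of 1 from the 1.003 of the fit reported, with 0.9987 for DESeq2's size factors, 0.9907 for all 24 libraries in one fit, 0.9656 for the version 4 method and 0.9977 for the filter within groups. In the 6 fits that each left out a library it was under 1, and in leaves at 0 h 3 of the 6 passed an unadjusted p of 0.05. The cause was not tested. The Table 1 genes with a smaller genotype difference at 42 d numbered 14 to 19 in crowns and 10 to 13 in leaves over the fits that each left out a library, and, for genes called at 0 h, 18 of 27 in crowns and 6 of 11 in leaves. The calls of the named isoforms numbered 10 to 17 over those fits.

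Of 2412 values of named genes and isoforms under the alternatives, 2152 kept their direction and their side of an edgeR FDR of 0.05, 198 lost the call, 43 gained it and 19 changed direction. All 24 libraries in one fit accounted for 24 of the lost calls and the replicate block for 27. With the gene table in place of the isoform table, the log2 fold change of the DRP3A gene was 0.025 with cold treatment in ‘Alta’ crowns and 0.25 between genotypes in crowns at 0 h, and that of the PIP2;7 gene was -0.088 in ‘Alta’ leaves and -0.017 in ‘NCGR1363’ leaves, since the gene sums all its isoforms. With the replicate block it was -0.75 for FvH4_2g12620 and -0.66 for FvH4_2g15800 in ‘Alta’ crowns with cold treatment. The fits that each left out a library gave log2 fold changes on both sides of 0 for 9 results: -6.39 to 6.82 for FvH4_2g12620 with cold treatment in ‘Alta’ crowns, -0.075 to 0.039 for FvH4_2g13680 with cold treatment in ‘NCGR1363’ crowns, -1.37 to 0.53 for FvH4_2g15800 with cold treatment in ‘Alta’ crowns, -0.19 to 0.066 for FvH4_2g15800 with cold treatment in ‘NCGR1363’ crowns, -0.017 to 0.30 for FvH4_2g15800 with cold treatment in ‘NCGR1363’ leaves, -3.28 to 1.04 for FvH4_2g16000 between genotypes in crowns at 42 d, -0.29 to 0.016 for FvH4_2g16170 with cold treatment in ‘Alta’ leaves, -0.52 to 0.11 for FvH4_2g17060 between genotypes in crowns at 42 d and -1.81 to 0.10 for FvH4_2g18040 between genotypes in crowns at 42 d. For 4 of them, FvH4_2g12620, FvH4_2g16000, FvH4_2g17060 and FvH4_2g18040, the direction changed among these fits only without the library labelled ‘Alta’ crown 42 d replicate 3, and the size for FvH4_2g12620 without it rests on 2 libraries at 0 counts. For the others the cause was not tested. With 3 libraries per group, and few counts for many of these genes, the depth limits the folds of genes near the floor of 3 counts to lower bounds.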

Differences from the paper's values

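The paper's fold difference of the ABR1-like gene FvH4_2g13240 in crowns at 0 h is 30.9, and the value from the deposited counts is -30.9, lower in ‘NCGR1363’. None of the 15 alternatives gave the paper's sign. The paper's fold change of OXI1 (FvH4_2g18040) with cold treatment in ‘NCGR1363’ crowns is -1.2, against 1.18 here (edgeR FDR 0.23), and none of the 15 alternatives gave the paper's sign. For the t2 isoform of the ADH homolog FvH4_2g14750 in ‘NCGR1363’ crowns the paper gives -1.3, against 3.10 here (edgeR FDR 0.0047). The gene table in place of the isoform table gave -1.30, and no other of the 16 alternatives closed the gap. For the t3 isoform of PIP2;7 (FvH4_2g15440) in crowns at 0 h the paper gives -3.6, against -7.90 here (edgeR FDR 0.00020). The gene table gave -3.57, and no other alternative closed the gap.

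Of the 234 entries with a class of FDR, 2 fell on the other side of 0.05, and 22 in another class on the same side. The paper calls the t3 isoform of DRP3A (FvH4_2g11510) in leaves at 42 d, and its edgeR FDR was 0.052 here. It was called with the filter within groups, chosen after seeing the data (0.048), a minimum of 10 counts on average (0.048), all 24 libraries in one fit (0.0070), the edgeR version 4 method (0.0072), DESeq2's Wald test (5.9e-07) and without ‘NCGR1363’ leaf 42 d replicate 1 (0.044). Over all alternatives on the isoform table its FDR ran from 5.9e-07 to 0.14, and it was lower in all 3 ‘NCGR1363’ libraries than in all 3 ‘Alta’ libraries. The paper does not call FvH4_2g14190 in leaves at 0 h, and its edgeR FDR was 0.044 here. It was not called with all 24 libraries in one fit (0.41), with the replicate block (0.18), with robust estimation (0.058), or in 4 of the 6 fits that each left out a library. Over all alternatives its FDR ran from 0.0050 to 0.41.

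The paper states that EXLA2 changed less with cold treatment in ‘NCGR1363’ crowns than in ‘Alta’ crowns. The log2 fold change was 2.50 (edgeR FDR 7.4e-07) in ‘NCGR1363’ and -1.51 (edgeR FDR 0.41) in ‘Alta’, with an interaction of 4.02 (edgeR FDR 0.081). The ‘Alta’ change was -0.95 (edgeR FDR 0.055) and the interaction 3.47 (edgeR FDR 7.1e-05) without the library labelled ‘Alta’ crown 42 d replicate 3. In leaves the paper states the same for EXLA2, and the interaction was -0.67 (edgeR FDR 0.26). The paper states that cold treatment raised AFP2-like more in ‘Alta’ leaves, and the interaction was -3.45 (edgeR FDR 0.074). It was called in 2 of the 12 fits that each left out a library. For DRP3A, which the paper lists among genes with genotype-specific cold responses in crowns, the interaction at gene level was -0.46 (edgeR FDR 0.11), or -0.38 (edgeR FDR 0.026) without that library, and that of the t3 isoform was not tested. The paper states that the ERD10 homolog FvH4_2g16030 was not expressed, and 64 and 6 counts were found in 2 of the 3 ‘NCGR1363’ crown libraries at 0 h. Table 1 gives no value for FvH4_2g16690 with cold treatment in crowns, where the log2 fold change was 0.80 (edgeR FDR 0.22) in ‘Alta’, or 1.11 (edgeR FDR 0.00073) without that library, and 0.82 (edgeR FDR 1.4e-05) in ‘NCGR1363’.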

Other observations

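The tests of the library labelled ‘Alta’ crown 42 d replicate 3, of its effect on the counts in crowns and of the DRP3A isoform were chosen after the results they measure were seen, and so was the number of 50 genes to draw from in the matched lists.

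In ‘Alta’ crowns at 42 d, the library labelled ‘Alta’ crown 42 d replicate 3 stood apart from the other 2 libraries of its group, and a group of 3 is too small for a test of outliers. Over 803 genes chosen in ‘NCGR1363’ as higher in leaf than in crown at 0 h, its median position from ‘Alta’ crown (0) to ‘Alta’ leaf (1) at 0 h was 1.00, against 0.00464 to 0.0430 in the other 2 and 0.989 to 1.01 in ‘Alta’ leaf at 0 h, so a label with the wrong tissue is a candidate explanation. Over 197 genes chosen as higher and 411 as lower in cold-treated ‘NCGR1363’ leaves, its position from ‘Alta’ leaf at 0 h (0) to 42 d (1) was -0.0397, against 0.996 to 1.02 in the other 2, as for leaf tissue without cold treatment. Over 129 genes chosen as higher in ‘NCGR1363’ and 60 as higher in ‘Alta’, without the crown libraries at 42 d, its position from ‘Alta’ (0) to ‘NCGR1363’ (1) was -0.0107, as in the other ‘Alta’ libraries, so a label with the wrong genotype is not shown. Leaf RNA mixed into a crown sample would leave crown transcripts in place, and over 130 crown genes its level was 3.65% of that in the other 2, close to the 3.37 to 3.66% of ‘Alta’ leaf at 0 h. Its total of 13500992 counts lay within the range of the other libraries, so library size does not separate it. A copy of an ‘Alta’ leaf library at 0 h would give 0 on a chi-square test between them, and its lowest chi-square per degree of freedom against them was 10.8, where pairs of those libraries gave 2.37 to 16.4. What remains is that the library may hold ‘Alta’ leaf tissue without cold treatment, a hypothesis from the same data, and the labels were not changed on it.

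With that library, 1465 genes were called for cold treatment in ‘Alta’ crowns, against 11264 in ‘NCGR1363’ crowns. Without it 10942 were called, among them 1465 of the 1465, and leaving out any other library of the comparison gave 31 to 913. The low count may therefore come from this library. Of the genes called without it, 7466 were also called in ‘NCGR1363’ crowns, and with all 3 libraries 1078 were.

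The share of genes called between the genotypes inside the interval was at most at percentile 66.7 of the windows of 896 neighbouring genes, over the 4 comparisons. The interval's share therefore lay within that of other regions of this size, and the test says nothing about single genes.

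The paper describes directions of change with cold treatment that, except for DRP3A, appear to nearly offset the basal differences between genotypes. In crowns, 18 of 29 Table 1 genes had a smaller difference at 42 d, and 81.9% of matched lists had as many. In leaves, 12 of 26 had, and 87.2% of matched lists had as many. Selection of genes for large basal differences may account for numbers of this size. Without the library labelled ‘Alta’ crown 42 d replicate 3, 14 crown genes had a smaller difference, so the count with it may be raised by that library.

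The t3 isoform of DRP3A was near absent in ‘NCGR1363’ while the gene itself differed little, by at most 1.21-fold between the genotypes over the 4 comparisons. A candidate explanation is that reads were assigned to other isoforms of the gene in ‘NCGR1363’, by splicing or by a sequence difference from the reference, which counts of isoforms cannot separate.

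Each of the 8 comparisons was refitted for the 10 splits of its 6 libraries into groups of 3. In the 4 splits that part every pair of same-numbered libraries, 1 of 4, the real one, gave as many QTL genes and as many genes in all as the real groups in every comparison, and no other of the 10 splits called a gene. At an unadjusted p under 0.05 the other splits gave 2 to 42 QTL genes and 138 to 1368 genes in all for cold treatment in ‘Alta’ crowns, 1 to 7 QTL genes and 69 to 256 genes in all in ‘NCGR1363’ crowns, 0 to 15 QTL genes and 44 to 852 genes in all in ‘Alta’ leaves and 1 to 55 QTL genes and 11 to 2599 genes in all in ‘NCGR1363’ leaves. Between genotypes they gave 0 to 3 QTL genes and 39 to 130 genes in all in crowns at 0 h, 1 to 89 QTL genes and 84 to 3568 genes in all in leaves at 0 h, 3 to 59 QTL genes and 132 to 2170 genes in all in crowns at 42 d and 0 to 71 QTL genes and 50 to 3239 genes in all in leaves at 42 d. The other 6 splits each leave 2 of the pairs whole. With 4 splits a share under 1 of 4 is not possible, whatever the data, so this test alone cannot tell any of these counts apart from a grouping by chance.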
